# The pioneer factor SOX9 competes for epigenetic factors to switch stem cell fates

**DOI:** 10.1038/s41556-023-01184-y

**Published:** 2023-07-24

**Authors:** Yihao Yang, Nicholas Gomez, Nicole Infarinato, Rene C. Adam, Megan Sribour, Inwha Baek, Mélanie Laurin, Elaine Fuchs

**Keywords:** Chromatin remodelling, Skin stem cells, Reprogramming

## Abstract

During development, progenitors simultaneously activate one lineage while silencing another, a feature highly regulated in adult stem cells but derailed in cancers. Equipped to bind cognate motifs in closed chromatin, pioneer factors operate at these crossroads, but how they perform fate switching remains elusive. Here we tackle this question with SOX9, a master regulator that diverts embryonic epidermal stem cells (EpdSCs) into becoming hair follicle stem cells. By engineering mice to re-activate SOX9 in adult EpdSCs, we trigger fate switching. Combining epigenetic, proteomic and functional analyses, we interrogate the ensuing chromatin and transcriptional dynamics, slowed temporally by the mature EpdSC niche microenvironment. We show that as SOX9 binds and opens key hair follicle enhancers de novo in EpdSCs, it simultaneously recruits co-factors away from epidermal enhancers, which are silenced. Unhinged from its normal regulation, sustained SOX9 subsequently activates oncogenic transcriptional regulators that chart the path to cancers typified by constitutive SOX9 expression.

## Abstract (web summary)

Yang, Gomez et al. show that the pioneer factor SOX9 regulates the switch from epidermal stem cell to hair follicle stem cell fate by binding and opening hair follicle enhancers, while recruiting epigenetic factors away from epidermal enhancers.

## Main

From development to malignancy, cells face decisions of fate determination. Governing the reprogramming from one fate to another, pioneer factors are transcription factors that can recognize and access their cognate binding motifs in compacted and repressed chromatin^1^. In vitro studies have shown that when a pioneer factor binds, it displaces the nucleosome, permitting the opening and remodelling of the chromatin landscape to change gene expression^2,3^. Recent studies have begun to uncover interactions of various pioneer factors with histone-modifying enzymes and members of the SWI/SNF chromatin remodelling complex^2^. However, the order of events in chromatin remodelling has remained elusive due to the rapid time frame of reprogramming in vitro where cells are outside local restraints of their tissue microenvironments. Even less clear is the role of pioneer factors in accomplishing the other side of fate switching, namely the silencing of a cell’s previous identity^2^.

In this Article, seeking the answers to these enigmas, we focused on the SOX superfamily of context-specific pioneer factors, whose members are at the nexus of critical cell fate choices in embryonic development, tissue homeostasis and transition to malignancy^4–7^. In skin, SOX9 is first expressed when multipotent embryonic epidermal progenitors bifurcate to become SOX9^+^ hair follicle stem cells (HFSCs) and SOX9^neg^ epidermal stem cells (EpdSCs)^8–10^. In the next step of hair follicle morphogenesis, SOX9^+^ HFSCs bifurcate again to form SOX9^neg^ transit amplifying hair shaft progenitors. Basal cell carcinoma (BCC) formation from EpdSCs resembles the initial steps of embryonic hair follicle morphogenesis, but once re-activated, SOX9 is sustained, leading to invaginating follicle-like tumour masses that lack hair lineages^11–14^. Here we recapitulated these reprogramming events by generating mice in which we could inducibly re-activate and sustain SOX9 expression in adult EpdSCs.

Not encountered in vitro or in embryogenesis, the mature tissue stem cell niche imposed physiological constraints that slowed SOX-mediated chromatin reprogramming. This enabled the unravelling of sequential events that happen as SOX9 achieves a cell fate switch that when dysregulated later progresses to a tumourigenic state. By dissecting the temporal steps of epigenetic reprogramming, we show that SOX9 binds to closed chromatin at HFSC enhancers, where it recruits histone and chromatin modifiers to remodel and subsequently open chromatin for transcription. In doing so, SOX9 redistributes co-factors away from EpdSC enhancers, thereby silencing these genes indirectly but efficiently. Moreover, when the ability of SOX9 to bind DNA is abrogated, it still silences, but when it cannot bind chromatin remodellers, the switch fails altogether. Together, our findings illuminate how fate switching can be achieved through the direct activating functions of a pioneer factor, which then unleashes transcriptional repression through indirect competition for epigenetic co-factors. We further show that SOX9 regulates downstream transcription factors to drive tumourigenesis, which explains the delay in subsequent reprogramming events.

## Results

### SOX9 launches a transcriptional cascade towards BCC in EpdSC

To interrogate SOX9 reprogramming in adult tissue stem cells, we engineered mice harbouring a MYC-epitope-tagged *Sox9* transgene controlled by a tetracycline responsive enhancer and a minimal promoter (*TRE-Sox9*) (Extended Data Fig. 1a). After validating the specificity of transgene induction (Extended Data Fig. 1b), we bred selected mice to lines expressing the requisite tetracycline-inducible transcriptional activator (rtTA) driven by an epidermal (*Krt14*) promoter (*Krt14-rtTA*)^15^, and selected mice that induced MYC–SOX9 in EpdSCs at levels comparable to SOX9 in adult HFSCs (Extended Data Fig. 1c,d).

Upon doxycycline (DOX) administration (D0), adult mice were monitored weekly thereafter (Fig. 1a). Within the first 2 weeks, morphology and differentiation seemed unaffected (Extended Data Fig. 1e). However, by week (W)1, nuclear SOX9 was detected in the EpdSCs of the innermost (basal) epidermal layer (Fig. 1b). By W2, a rise in proliferation was detected, similar to that seen when SOX9 is naturally induced in embryonic epidermis^10^ (Extended Data Fig. 1f).

**Fig. 1:**
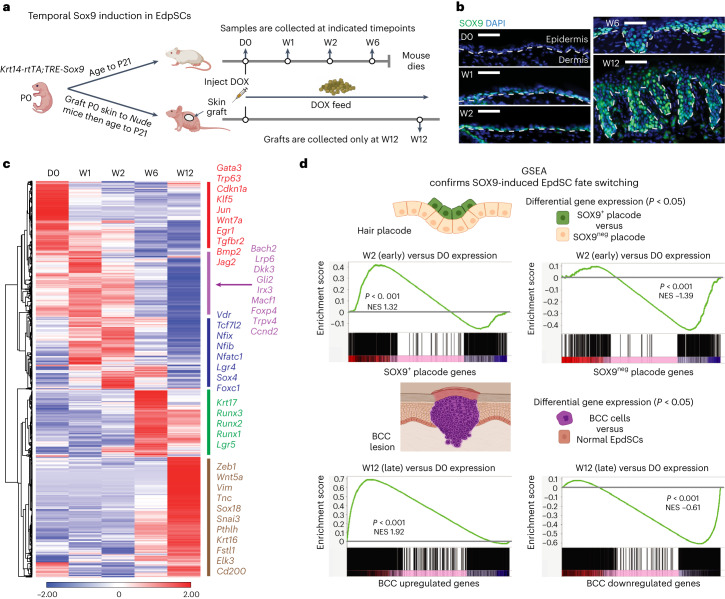
In EpdSCs of adult skin, sustained SOX9 re-activation silences the epidermal while activating the hair follicle and subsequently BCC fates. **a**, Schematic of SOX9 induction in EpdSCs of adult and post-engrafted skin. **b**, Immunofluorescence reveals the appearance of nuclear SOX9 in EpdSCs after DOX induction. Dotted lines denote epidermal–dermal borders. Scale bars, 50 μm. **c**, Heat map of temporal RNA-seq data shows significantly variable genes (DESeq2 Wald test, adjusted *P* value <0.05) across combined independent replicates (*r* > 0.94) of each of five indicated timepoints. Hierarchical clustering revealed five distinct patterns, shown as coloured bars on the right with representative transcripts indicative of specific fates. **d**, GSEA of W2 versus D0 SOX9-induced expression changes in adult EpdSCs compared with SOX9^+^ and SOX9^neg^ wild-type placode gene signatures from embryonic day E15.5 (top) (Kolmogorov–Smirnov test, *P* < 0.001 for both gene sets), and W12 versus D0 SOX9-induced EpdSC expression changes compared to BCC upregulated and downregulated signatures (bottom) (Kolmogorov–Smirnov test, *P* < 0.001 for both gene sets). NES, normalized enrichment score.

Between W2 and W6, de novo invaginations began to grow between native HFs (Fig. 1b and Extended Data Fig. 1e). As differentiation defects necessitated killing mice by W6, we monitored later events in SOX9 reprogramming by engrafting neonatal *Krt14-rtTA;TRE-Sox9* skin patches onto immunocompromised mice. Once normal skin pathology was restored (21 days after grafting), we induced SOX9 (Fig. 1a). By W12 post-induction, invaginations were dysplastic, resembling morphological and molecular (SOX9, EpCAM and KRT6) features of human BCCs (Extended Data Fig. 1g).

To gain further insights, we profiled the transcriptomic changes occurring in EpdSCs during SOX9-driven reprogramming. At each timepoint, two biological replicates of RNA sequencing (RNA-seq) were performed on fluorescence-activated cell sorting (FACS)-purified EpdSCs from *Krt14-rtTA*;*TRE-Sox9* skins (Extended Data Fig. 2a,b). 

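The time course analysed here has 10 libraries of EpdSCs, the stem cells of the interfollicular epidermis, with 2 replicates at each of 5 timepoints: D0, before DOX switched on the MYC-tagged *Sox9* transgene, and W1, W2, W6 and W12 of induction. The W12 cells came from newborn skin grafted onto immunocompromised hosts and the earlier cells from mice that were not grafted, so an effect of grafting cannot be told apart from one of 12 weeks of SOX9. Age also rises with time on DOX from D0 to W6, and no RNA from age-matched control mice was analysed here. RNA was amplified with a low-input kit. The authors trimmed the reads, quantified transcripts with Salmon against a GENCODE index of GRCm38 that gave the transgene an entry of its own (MYC-SOX9), and summed them to genes as TPM, the abundance of transcripts relative to a fixed total per library. As that total is fixed, the depth behind each value is unknown and no interval or smallest detectable level can be given. MYC-SOX9 was higher in all 8 libraries after DOX than in both D0 libraries. D0 replicate 2 listed *Xist* at 4.61 TPM and the Y-linked *Ddx3y* at 0.0279 TPM, against 0.00103 and 32.1 TPM in D0 replicate 1, while the paper's methods name male mice for sorting.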

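TPM are not counts, so changes were computed on log2(TPM + 1), a scale that understates the change of genes with low TPM. Of the genes in the authors' table, 13110 had a mean of at least 1 TPM over the 10 libraries and were tested with limma, in one fit of the 5 timepoint means whose spread all libraries share, with Benjamini-Hochberg adjustment. Pearson's *r* between the 2 replicates over these genes was 0.964 at D0, 0.983 at W1, 0.988 at W2, 0.958 at W6 and 0.983 at W12. Over all genes with a TPM above 0, which moved the lowest *r* most, it was 0.981. The first principal component of the 10 libraries held 50.7% of the variance and the second 21.2%.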

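Variable genes were taken from limma's moderated F test of the 4 later timepoints against D0. With Benjamini-Hochberg adjustment, 7541 of the 13110 genes had an adjusted *P* under 0.05. A further requirement of an absolute log2 change of at least 1, which moved this number most, left 4277 genes. The paper's own list in Supplementary Table 1 holds 7386 genes, of which 1999 could be read, 1299 of its D0 class and 700 of its class from D0 to W2, so no gene of a W6 or W12 class is among them. Of these, 1897 were among the genes tested, and 1775 (93.6%) were variable here. The z-scores the paper lists for the readable genes had a correlation of 0.996, across genes and timepoints, with z-scores computed from the TPM, and 97.3% of the genes were highest at the same timepoint. Of the 43 genes printed beside the heat map of Fig. 1c, 41 had their highest mean TPM at a timepoint of their cluster. One exception was *Foxc1*, printed with the W1 and W2 genes, which had 26.6 and 26.5 TPM at W2 and 34.4 and 19.1 TPM at W6. The other was *Runx1*, printed with the W6 genes, whose mean was highest at W2. The mean of log2(TPM + 1) or median-ratio scaling of the libraries put *Foxc1* highest at W2, which gave 42 genes.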

By comparing transcriptomes across time, we identified the significantly variable genes (*P* < 0.05) along the reprogramming cascade (Fig. 1c and Supplementary Table 1). As expected, the D0 population displayed the hallmark signature of EpdSCs, replete with mRNAs encoding epidermal master regulator transcription factors, TRP63 and GATA3, key signalling pathways (NOTCH and EGFR), and epidermal structural proteins.

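*Trp63* (chromosome 16, 25683763 to 25892102, GRCm38) had 291 and 654 TPM in the 2 D0 replicates and ranked 319 among the genes of the table by its mean at D0. *Gata3* ranked 524, with 241 and 346 TPM. Of the NOTCH genes, *Hes1* had 812 ± 95.8 TPM (SD, n = 2), *Jag2* 323 ± 114 TPM and *Notch1* 30.4 ± 13.1 TPM. *Egfr* had 67.4 ± 10.6 TPM and its ligand gene *Hbegf* 249 ± 96.3 TPM. The basal keratin genes *Krt14*, *Krt5* and *Krt15* ranked 1, 3 and 4, with means of 30499, 14691 and 11584 TPM. Reads of *Krt14* can be shared with *Krt16* and *Krt17*, which are similar in sequence. Of genes of differentiating cells, *Krt10* had 1103 ± 328 TPM, and *Ivl* had 0.963 and 1.01 TPM. By W12, *Trp63* was lower than at D0 by a log2 change of −1.83 (standard error 0.31, adjusted *P* = 0.00231 from limma with Benjamini-Hochberg adjustment), *Jag2* by −2.67 (standard error 0.31, adjusted *P* = 0.000335), *Egfr* by −1.23 (standard error 0.19, adjusted *P* = 0.00155), *Krt15* by −5.37 (standard error 0.44, adjusted *P* = 5.73e-05) and *Krt5* by −0.95 (standard error 0.17, adjusted *P* = 0.0027). *Krt14* (0.26, standard error 0.20, adjusted *P* = 0.308) and *Krt10* (−0.34, standard error 0.36, adjusted *P* = 0.476) did not pass the threshold at W12, and *Ivl* was higher, by 2.82 (standard error 0.23, adjusted *P* = 5.98e-05). The change of *Krt5* had an adjusted *P* of 0.0863 when only the 4 libraries of D0 and W12 entered the fit. At W12, all 7 NOTCH genes tested were lower than at D0, over all genes and when adjusted over the list alone. Of 6 EGFR ligand and receptor genes, 4 were lower and 2 higher with either adjustment. The D0 libraries also had a median of 2383 TPM over 18 immediate-early and stress genes such as *Fos* and *Egr1*, against 574 TPM at W2.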

Despite few morphological changes within 2 weeks after induction, SOX9^+^ EpdSCs displayed dramatic transcriptional changes, mimicking transcriptional changes that occur when embryonic skin progenitors naturally induce SOX9 and divert from an epidermal to hair follicle fate^10^. Thus, epidermal genes were markedly suppressed, while classical markers of the embryonic hair bud and adult hair follicle outer root sheath (ORS) were upregulated, as supported by gene set enrichment analysis (GSEA) (Fig. 1c,d). 

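At W1, 1296 of the 13110 genes tested differed from D0 at an adjusted *P* under 0.05 (limma with Benjamini-Hochberg adjustment), 759 higher and 537 lower. Fitting only the 4 libraries of D0 and W1, which moved this number most, gave 411 genes. Deviations of same-numbered D0 and W1 replicates from their timepoint means had a correlation of −0.113 across genes, and with the replicate number as a block (replicate block) 1057 genes differed, or 1225 with the D0 numbers crossed. At W2, 2058 genes differed from D0, 1188 higher and 870 lower. Between W1 and W2, 15 genes differed, 6 higher and 9 lower at W2, beside 1900 at an unadjusted *P* under 0.05. The same-number correlation of W1 and W2 was 0.182, and 6 genes differed with the replicate block. The share of higher genes among those that differed depended on the scaling. It was 58.6% at W1 and 57.7% at W2 in TPM, 44.8% and 45.7% after median-ratio scaling, and 50.4% and 50.0% after quantile normalization. The largest falls at W2 were those of *Igfbp3* (log2 change −8.04, standard error 0.83, adjusted *P* = 0.000621), *Ndufs5-ps* (−6.68, 0.72, adjusted *P* = 0.000716) and *Il12rb2* (−5.06, 0.30, adjusted *P* = 7.24e-05). The largest rises were those of *Gpx2* (6.95, 0.63, adjusted *P* = 0.000363), *Rps24-ps3* (6.40, 1.60, adjusted *P* = 0.0294) and *Gm10120* (5.64, 1.37, adjusted *P* = 0.0267). *Ndufs5-ps*, *Rps24-ps3* and *Gm10120* are processed pseudogenes whose reads can be shared with their parent genes. With all genes with a TPM above 0 in the fit, *Rps24-ps3* and *Gm10120* had adjusted *P* values of 0.151 and 0.14.

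**Figure D1:**
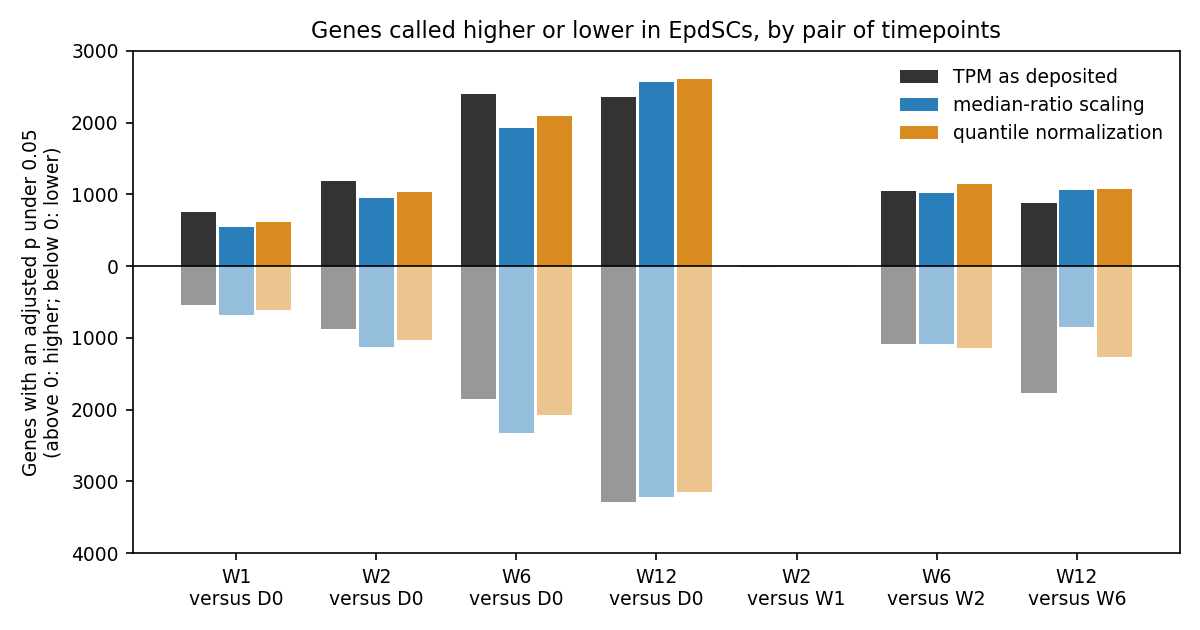
Number of genes (vertical axis) higher (bars above 0) or lower (bars below 0) at an adjusted P under 0.05 in each pair of timepoints (horizontal axis), in limma's fit of all 10 libraries, from TPM as deposited (black) and after median-ratio scaling (blue) or quantile normalization (orange). From TPM the bars hold 1296 genes at W1 and 5642 at W12 against D0, and too few to be seen (15) between W1 and W2.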

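The embryonic comparison rests on RNA-seq of SOX9+ and SOX9 neg cells sorted from hair placodes at E15.5, with 2 libraries each, which the authors compared with DESeq2. Their deposited table lists 1603 genes, all at an adjusted *P* of at most 0.05, of which 1052 were higher and 551 lower in SOX9+ cells. In the authors' deposited table *Sox9* itself has a log2 fold change of 2.76 and an adjusted *P* of 1.32e-07. Of the genes higher in SOX9+ placode cells, 824 were among those tested in the time course, and 254 of them differed between W2 and D0, 180 higher and 74 lower. Adjusted over this list alone, 322 differed, 221 higher and 101 lower. Of 421 genes lower in SOX9+ placode cells, 107 differed at W2, 28 higher and 79 lower, and 126 when adjusted over the list alone, 31 higher and 95 lower. Across all 1245 genes, which are not independent replicates, Spearman's rho between the authors' placode log2 fold change and the log2 change at W2 was 0.303.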

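The 10 genes printed with the D0 cluster of Fig. 1c, which the paper chose from the same data, were all lower at W2 than at D0, with a median log2 change of −1.18. Of the 9 tested, 6 were lower at an adjusted *P* under 0.05 and 8 when adjusted over the list alone, all but *Jag2*. Epidermal structural genes were lower at W2 as a list, with few single changes past the threshold. The median log2 change of 12 such genes, among them *Krt5*, *Krt14*, *Krt1* and *Krt10*, was −0.48 at W2 against D0, the 0.08th percentile of 10000 random lists of the same size matched on mean expression, and 9 of the 12 were lower. Only *Ivl* differed at an adjusted *P* under 0.05, over all genes or over the list alone, and it was higher, while at an unadjusted *P* under 0.05 there were 4 lower and 2 higher. *Krt14* had a log2 change of −0.51 (standard error 0.20, adjusted *P* = 0.111 from limma with Benjamini-Hochberg adjustment). After a correction for transcript length and GC content, chosen after the data had been seen, *Krt14* (adjusted *P* = 0.0409) and *Krt5* were past the threshold as well, both lower. The change of *Krt10* was −0.28 (standard error 0.36, adjusted *P* = 0.655) and had the other sign, 0.03, without D0 replicate 1. *Trp63* changed by −0.83 (standard error 0.31, adjusted *P* = 0.111, or 0.0317 over the D0 cluster alone), and *Hes1* by −2.21 (standard error 0.33, adjusted *P* = 0.00312). The change of *Trp63* was −0.24 without D0 replicate 2 and −1.41 without D0 replicate 1. Of the 7 NOTCH genes tested, *Hes1* alone differed at W2, with either adjustment.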

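Of 13 ORS and hair follicle stem cell genes, 7 were higher at W2 and none lower, or 8 higher when adjusted over the list alone. Their median log2 change was 0.84, the 99.99th percentile of matched random lists, and 11 of the 13 were higher. *Nfatc1*, *Foxc1* and *Krt17*, given next, are also printed beside Fig. 1c, whose genes the paper chose from the same data. The count and the percentile are therefore not independent of that choice. *Nfatc1* (chromosome 18, 80606205 to 80713071) rose from 24.5 ± 5.35 to 67.2 ± 6.43 TPM (SD, n = 2), a log2 change of 1.43 (standard error 0.24, adjusted *P* = 0.0059). *Foxc1* rose from 3.70 ± 1.33 to 26.6 ± 0.068 TPM (2.58, standard error 0.28, adjusted *P* = 0.000815). *Krt79* rose from 239 ± 130 to 3254 ± 588 TPM (3.87, standard error 0.51, adjusted *P* = 0.00175). *Krt17*, whose reads can be shared with *Krt14* and *Krt16*, rose from 1289 ± 200.3 to 2687 ± 353 TPM (1.06, standard error 0.31, adjusted *P* = 0.0479), and its adjusted *P* was 0.0838 and 0.0895 after quantile normalization and median-ratio scaling, 0.0552 after the length and GC correction, and 0.191 with all genes with a TPM above 0 in the fit. Of the 8 genes printed with the W1 and W2 cluster of Fig. 1c, which the paper chose from the same data, all were higher at W2, 7 at an adjusted *P* under 0.05 and 8 when adjusted over the list alone. Among them *Vdr* rose from 50.8 ± 1.06 to 182 ± 22.4 TPM (1.82, standard error 0.16, adjusted *P* = 0.000309) and *Lgr4* from 16.7 ± 5.5 to 49.2 ± 6.71 TPM (1.54, standard error 0.24, adjusted *P* = 0.00418). Of 11 hair bud genes, 4 were higher and 7 lower, with a median log2 change of −0.02, and of the 5 with enough TPM to be tested 1 was higher and 1 lower with either adjustment. *Sox4* rose from 36.2 ± 0.961 to 57.5 ± 0.413 TPM (0.65, standard error 0.16, adjusted *P* = 0.0299), with an adjusted *P* of 0.0576 after median-ratio scaling and 0.0787 with all genes with a TPM above 0 in the fit. *Wnt10b* fell from 2.48 ± 0.417 to 0.642 ± 0.34 TPM (−1.10, standard error 0.30, adjusted *P* = 0.0419), with an adjusted *P* of 0.0929 at a pseudocount of 0.1 and 0.151 with all genes with a TPM above 0 in the fit. *Shh* was listed at 0 in both W2 libraries and in 6 others, at 0.0341 TPM in D0 replicate 2 and at 0.0148 TPM in W12 replicate 1.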

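For GSEA, genes were ranked by the signal-to-noise ratio of TPM between W2 and D0, over the 13110 genes with a mean of at least 1 TPM, and sets were compared with 1000 random gene sets. The 824 genes higher in SOX9+ placode cells had a normalized enrichment score (NES) of 1.94 (enrichment score 0.447, *P* = 0.00103 by permutation). The 421 genes lower in them had an NES of −2.08 (enrichment score −0.406, *P* = 0.0133 by permutation). These are the smallest *P* values that the 971 and 74 random sets with scores of the same sign can give. Ranking all genes of the table, including those with no TPM, moved the scores most, to 1.42 and −1.61. Limma's camera test, which allows for correlation between the genes of a set, gave *P* = 0.435 and *P* = 0.0921. The median log2 changes of the lists were 0.21 and −0.14, against 0.06 over all genes. From the lower epidermal genes and the higher hair bud and ORS markers in Fig. 1c, and from the GSEA of Fig. 1d, the paper concludes that the W2 cells had undergone transcriptional changes that resemble those of embryonic skin progenitors turning on SOX9.

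**Figure D2:**
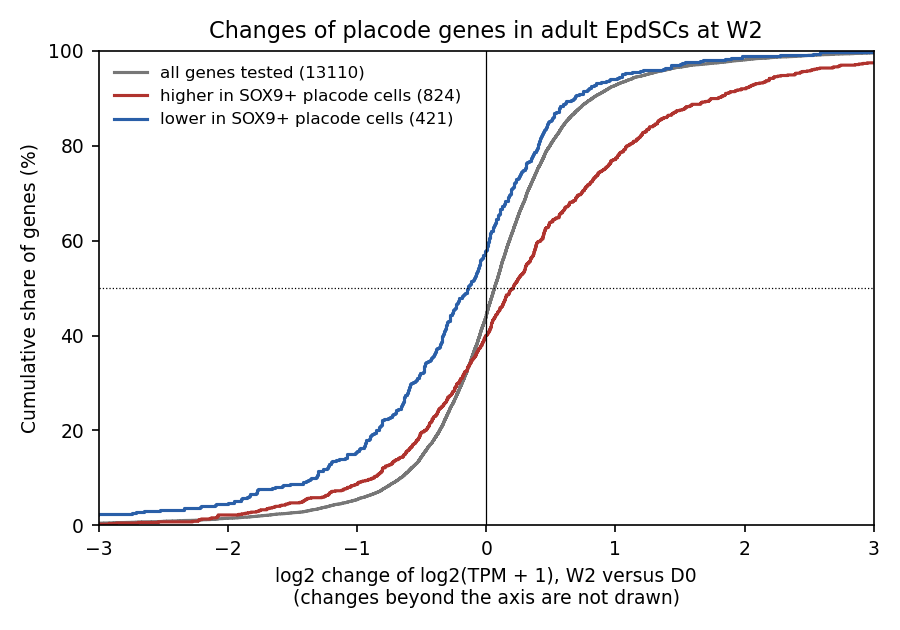
Cumulative share of genes in percent (vertical axis) by log2 change between W2 and D0 in adult EpdSCs (horizontal axis), for all 13110 genes tested (grey) and for those higher (red, 824) or lower (blue, 421) in SOX9+ placode cells in the authors' table. The curves cross the dotted line of the median at 0.06 for all genes, 0.21 for the red and −0.14 for the blue curve, and at a change of 0 the blue curve is at 58.0% and the grey at 44.0%.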

The kinetics of these reprogramming events in adult EpdSCs, however, was markedly slower in the adult than in embryonic skin or in cultured cells, suggestive of the need to override the constraints of the mature epidermal niche.

As in BCC development, progression to mature HFs did not happen, in agreement with the need for *Sox9* downregulation for HFSCs to generate the hair and its channel^10,16^. However, with sustained SOX9 expression, the transcriptional changes continued, and by W6–12, cancer-associated features appeared. 

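Genes of the differentiating hair shaft stayed low at all timepoints. Of 12 such genes listed, 11 were found in the table and *Krt85* was not matched. *Msx2*, the only one with a mean of at least 1 TPM, fell from 8.33 ± 3.96 TPM (SD, n = 2) at D0 to 1.90 ± 0.864 TPM at W12, a log2 change of −1.65 (standard error 0.42, adjusted *P* = 0.0133 from limma with Benjamini-Hochberg adjustment, or 0.0577 with all genes with a TPM above 0 in the fit). *Krt35* had 2.00 and 0.617 TPM in the D0 replicates and 0.401 and 0.0129 TPM at W12. *Krt34* was listed at 0 in 9 libraries and at 0.0143 TPM in W1 replicate 1. *Hoxc13* had between 0.17 and 0.834 TPM in each library. The median log2 change of the 11 genes from D0 was 0.00 at W2 and −0.11 at W12, where 8 were lower and 1 higher, the 0.09th percentile of matched random lists. As the scale understates changes of such low genes, the W12 median was −0.70 at a pseudocount of 0.1.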

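At W6, 4251 of the 13110 genes differed from D0 at an adjusted *P* under 0.05 (limma with Benjamini-Hochberg adjustment), 2403 higher and 1848 lower. The same-number correlation of D0 and W6 replicates was −0.129, and 3761 genes differed with the replicate block, or 4291 with the D0 numbers crossed. At W12, 5642 genes differed from D0, 2352 higher and 3290 lower. With all genes with a TPM above 0 in the fit, this excess of lower genes was not seen, with 2652 higher and 2632 lower. From W2 to W6, 2137 genes differed, and from W6 to W12, 2642 did, 873 higher and 1769 lower. For that comparison the same-number correlation was −0.115, and 2163 genes differed with the replicate block, or 2666 with the W6 numbers crossed. The share of higher genes from W6 to W12 was 33.0% in TPM, 55.8% after median-ratio scaling and 45.8% after quantile normalization. At W6 against D0 it was 56.5%, 45.2% and 50.2%. Across 13099 genes, which are not independent replicates, Spearman's rho between the transcript length and the log2 change was −0.316 at W12 and −0.245 at W6 against D0. After a correction for length and GC content, 5195 genes differed at W12. The largest rises at W12 were those of *Prl2c3*, listed at 0 and 0.077 TPM at D0 and at 977 and 1307 TPM at W12, *Slpi* (log2 change 9.97, standard error 0.52, adjusted *P* = 6.81e-06) and *Krt6b* (9.77, standard error 0.43, adjusted *P* = 2.98e-06), whose reads can be shared with *Krt6a*. The largest falls were those of the pseudogenes *Gm28900* (−6.38, standard error 1.88, adjusted *P* = 0.0241) and *Gm12895* (−5.48, standard error 0.46, adjusted *P* = 6.65e-05), whose reads can be shared with their parent genes, and of *Krt77* (−5.83, standard error 0.66, adjusted *P* = 0.000304). With all genes with a TPM above 0 in the fit, *Gm28900* had an adjusted *P* of 0.109.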

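Of the 11 genes printed with the W12 cluster of Fig. 1c, 9 could be tested, and 8 of them were higher at W12 than at D0, over all genes and over the list alone. The paper chose these genes from the same data. *Vim* rose from 0.835 ± 0.199 to 78.8 ± 35.7 TPM (SD, n = 2), a log2 change of 5.37 (standard error 0.43, adjusted *P* = 5.03e-05). *Tnc* rose from 3.22 ± 0.169 to 17.4 ± 4.58 TPM (2.10, standard error 0.21, adjusted *P* = 0.000172) and *Pthlh* from 4.39 ± 1.29 to 40.6 ± 2.79 TPM (2.97, standard error 0.26, adjusted *P* = 8.47e-05). The exception was *Wnt5a*, with 11.2 ± 2.66 TPM at D0, 0.53 ± 0.114 TPM at W2 and 14.2 ± 0.892 TPM at W12 (0.33 against D0, standard error 0.39, adjusted *P* = 0.526). *Zeb1*, not tested, had 1.73 and 4.44 TPM at W12 and at most 0.185 TPM in each earlier library. At W6, 5 of the 9, *Tnc*, *Pthlh*, *Krt16*, *Elk3* and *Cd200*, were already higher than at D0 and *Wnt5a* was lower, with either adjustment. From W6 to W12, 7 of the 9 were higher over all genes and all 9 over the list alone. *Cd200* rose from W6 to W12 by 1.15 (standard error 0.40, adjusted *P* = 0.0762, or 0.0216 over the list alone, and 0.102 with the replicate block or 0.0901 with the W6 numbers crossed). In the grafted W12 cells, 8 of 8 endothelial marker genes were also higher than at D0, *Pecam1* at 26.1 and 59.8 TPM against 0.137 and 0.0598 TPM. These markers were higher in W12 replicate 2 than in replicate 1 by 0.83 to 1.35 on the log2 scale, as were *Zeb1* by 1.00, *Vim* by 0.95 and *Sox18* by 1.39.

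**Figure D3:**
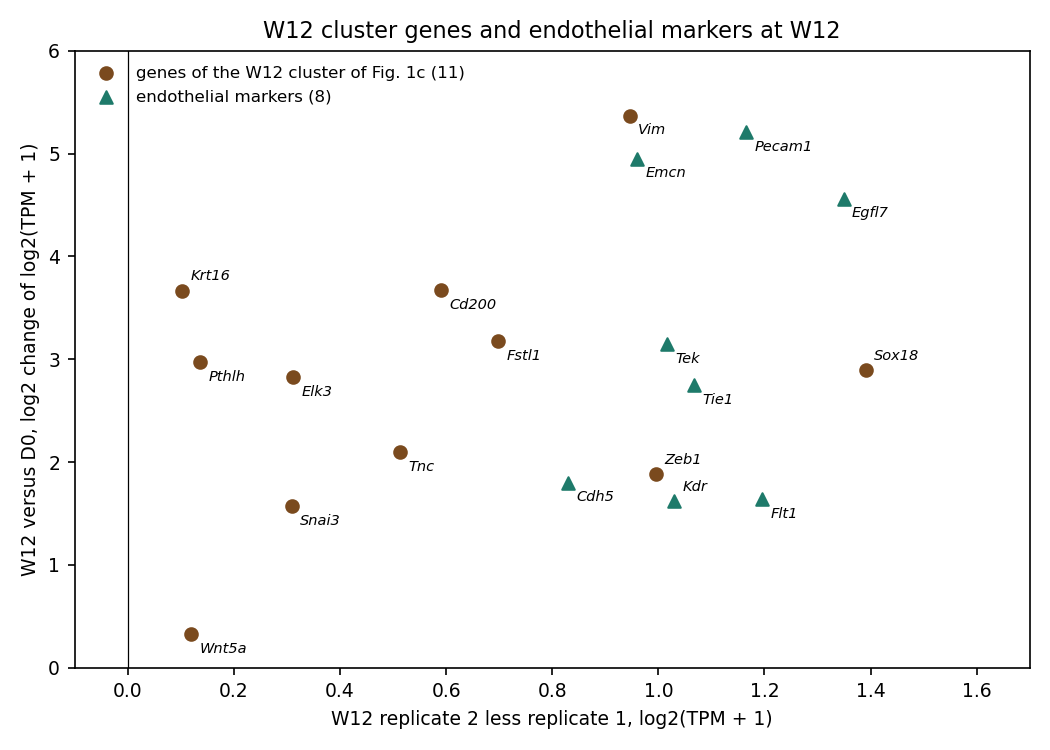
Log2 change from D0 to W12 (vertical axis) against the log2 difference between W12 replicates 2 and 1 (horizontal axis), 1 point per gene, for 11 genes of the W12 cluster (brown circles) and 8 endothelial markers (green triangles). The markers lie between 0.83 and 1.35 on the horizontal axis, as do Vim (0.95) and Zeb1 (1.00), while Krt16 (0.10), Wnt5a (0.12) and Pthlh (0.14) lie near 0.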

At W12, GSEA revealed a strong correlation, both up and down, with the molecular signature of BCC compared with normal skin^14,17^ (Fig. 1c,d). Although the similarities in gene expression were strongest at late stages, they surfaced as early as W2, that is, before overt phenotypic changes, and clearly favoured a BCC versus squamous cell carcinoma (SCC) signature (Extended Data Fig. 2c,d).

### SOX9 is a bona fide pioneer factor

To understand how SOX9 acts as a master regulator to induce these transcriptional dynamics, we began by performing CUT&RUN (cleavage under targets and release using nuclease; hereafter termed CNR) sequencing^18,19^ to temporally assay the binding of SOX9 to chromatin, and assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq)^20,21^ to interrogate chromatin accessibility during reprogramming (Fig. 2a,b). Biological replicates were concordant, and the SOX motif was most enriched in our SOX9 CNR peak sets (Extended Data Fig. 3a–c).

**Fig. 2:**
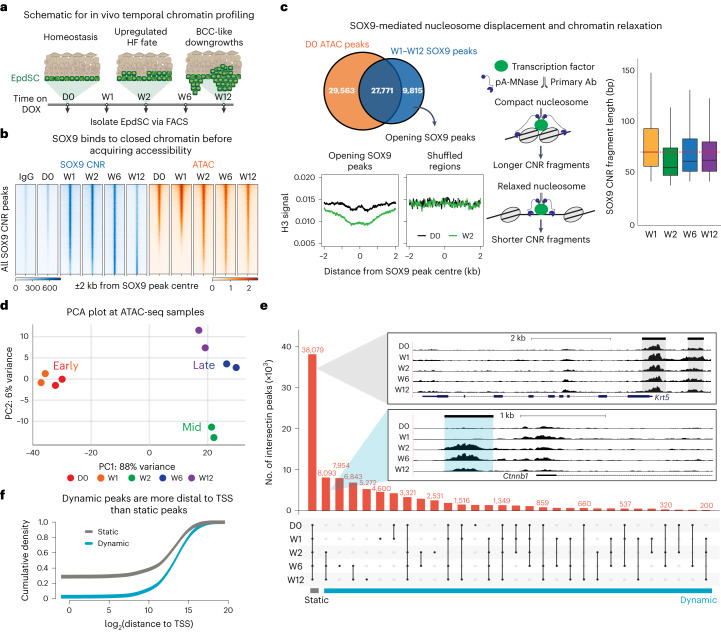
Upon induction, SOX9 opens chromatin at enhancers by evicting the nucleosome at its binding site and remodelling the flanking chromatin. **a**, Schematic of morphological changes that occur temporally after DOX. Back skins were collected at indicated timepoints and subjected to EpdSC FACS purification followed by SOX9 CNR landscaping and ATAC-seq. **b**, Heat map of IgG control CNR (blue), SOX9 CNR (blue) and ATAC-seq (orange) signals at all SOX9-bound peaks across indicated timepoints. Peaks are arranged along the vertical axis on the basis of their accessibility at W1. Note that, within the cohort of peaks in the bottom half along this axis, SOX9 binding occurred by W1, while their ATAC-seq landscape did not change until the following week. **c**, Top left: Venn diagrams show that, although SOX9 binds to many pre-existing accessible chromatin peaks, 9,815 SOX9 peaks open de novo. MINT-ChIP for histone H3 (H3) coupled with SOX9 CNR reveals that, by W2 post-induction, SOX9 binds to these previously closed peaks, concomitant with displacement of histone H3 at the SOX9-bound site. Right: schematic and data showing that CNR fragment length shortens between W1 and W2, correlating with SOX9 binding and nucleosome eviction. *n* = 2 biological replicates. Box plot is centred at median and bound by first and the third quartile, and whiskers extend to 1.5 times interquartile range (IQR) on both ends. **d**, PCA of ATAC-seq duplicate samples over the five timepoints. **e**, Upset plot of ATAC-seq peaks for each timepoint following SOX9 induction. Shared regions between timepoints are indicated by the dots and connecting lines. Grey inset shows a genome browser track of the generic skin stem cell *Krt5* locus as an example of a static gene region. Blue inset depicts a dynamic region of the WNT-target HFSC gene *Ctnnb1* that is open by W2 and remains open across W6 and W12 timepoints. **f**, Empirical cumulative distribution plot of dynamic (blue) and static peaks (grey) and their density relative to the transcription start site (TSS) of the nearest gene. Note that dynamic peaks are primarily associated with distal regions, typically encompassing enhancers.

SOX9 binding to chromatin occurred rapidly within W1 and before the rise in proliferation. In contrast, the increase in accessibility at SOX9-binding sites occurred between W1 and W2, indicating that SOX9 can bind to closed chromatin (Fig. 2a). In fact, of all the SOX9 CNR peaks pooled from W1 to W12, nearly 30% were situated within closed chromatin at D0 (Fig. 2c). Moreover, by W2, nucleosome occupancy was lost at these sites as measured by histone H3 (Fig. 2c). Additionally, these SOX9-bound opening peaks displayed a time-dependent decrease in CNR fragment length. These features are hallmarks of nucleosome displacement and pioneer factor activity^22^, providing compelling evidence that SOX9 in skin EpdSCs binds to its cognate motifs within closed chromatin, and subsequently perturbs nucleosomes.

### SOX9 induces global chromatin changes at distal enhancers

Since SOX9 bound to closed chromatin at W1, and presumptive nucleosome loss occurred soon thereafter, these events seemed unlikely to account fully for the tumourigenic transcriptional dynamics (Fig. 1c). Probing deeper, we examined how ATAC peaks and their associated genes changed over time.

Principal component analysis (PCA) of chromatin accessibility showed clustering according to times post-SOX9 induction (Fig. 2d). D0 and W1 samples clustered closely, W2 constituted an intermediary, and later timepoints (W6 and W12) made a second cluster. Comparative analyses across all timepoints revealed that many ATAC peaks were shared across samples, reflective of housekeeping genes and/or genes common to both EpdSCs and HFSCs (for example, *Krt5*) (Fig. 2e). By contrast, other ATAC peaks exhibited strikingly dynamic behaviour (for example, WNT-target *Ctnnb1*), indicative of SOX9-induced temporal chromatin remodelling. These dynamic changes were particularly striking at W2 after SOX9 induction (Fig. 2e). Of the peaks that opened by W2, many persisted thereafter.

Upon binning peaks as either static (present at all timepoints, *n* = 38,079) or dynamic (absent in at least one timepoint, *n* = 62,626), it was clear that dynamic peaks were substantially more enriched in distal intergenic regions than static peaks (Fig. 2f and Extended Data Fig. 3e), suggesting a special role for SOX9 in eliciting chromatin changes at enhancers.

### Direct and indirect chromatin remodelling induced by SOX9

*K*-means clustering of the dynamic ATAC peaks resolved the temporal changes in chromatin accessibility following SOX9 induction. Although more than 10,000 peaks (cluster C4) opened at later timepoints (Fig. 3a), the most substantial changes occurred between W1 and W2. Using Genomic Regions Enrichment of Annotations Tool (GREAT), we assessed the biological pathways associated with each of the six clusters.

**Fig. 3:**
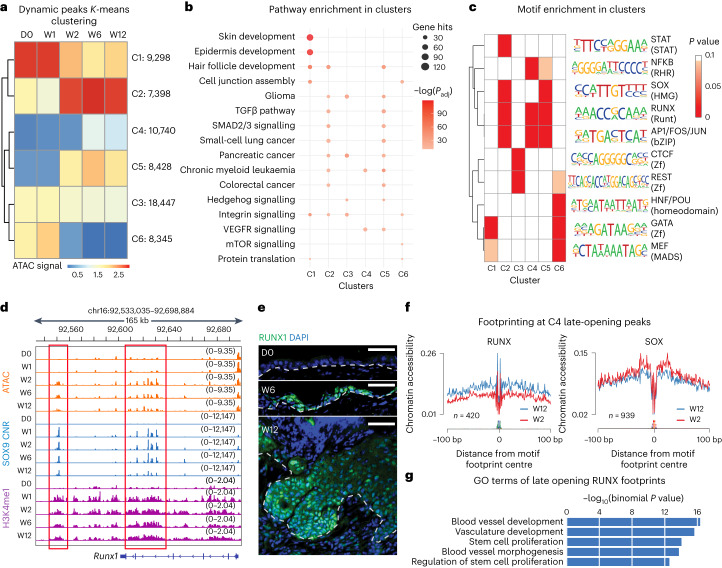
SOX9 triggers an activated HFSC fate, while its target gene transcription factors trigger BCC transformation. **a**, Heat map of *K*-means clustering of ATAC peaks based on signal across time. Number of peaks in each cluster are indicated on the right. **b**, GO-term analysis of the genes associated with each peak of a cluster. Size of circle reflects the number of gene hits for each pathway, while the shade of red indicates adjusted *P* value (*P*_adj_) from binomial test. Note that cluster C1, whose chromatin is suppressed by W2, is enriched for epidermal genes, while C2, whose chromatin is accessible by W2, is enriched for hair follicle genes. C4, whose chromatin is accessible at later times, is the cluster most enriched for BCC genes. **c**, Motif enrichment analysis of each cluster with HOMER. Shade of red indicates *P* value with white representing ≥0.01 (binomial is used to calculate the significance). Note enrichment for: GATA motif in epidermal genes whose chromatin closes after SOX9 induction; SOX motif in hair follicle genes whose chromatin opens early; and the SOX9 target RUNX1 motif in genes whose chromatin opens weeks after SOX9 has bound. **d**, Chromatin landscape of the *Runx1* gene locus, showing that pioneer factor SOX9 binds to this gene (blue), concomitant with early increases in H3K4me1 modifications across the locus (purple), while chromatin accessibility (orange) comes afterwards. Red boxes indicate regions that are bound by SOX9, primed at W1 and opened at W2. **e**, RUNX1 immunofluorescence reveals its absence in epidermal homeostasis, but its presence at late timepoints (W6 and W12) following SOX9 induction. Scale bars, 50 μm. **f**, RUNX and SOX ATAC footprint analyses at W12 and W2, showing a late increase in chromatin accessibility at the RUNX footprint at a stage when phenotypic BCC-like invaginations are prevalent. By comparison, SOX footprints appear by W2 and are retained thereafter. **g**, GO terms of genes whose putative enhancers have RUNX footprints and open at W6 and W12 (binomial is used to calculate the significance).

C1 and C6 closed within the first 2 weeks and were enriched for pathways with direct importance to EpdSCs (Fig. 3b and Supplementary Table 2). By contrast, C2 and C5 markedly increased their chromatin accessibility during this time and were enriched for hair follicle development and SHH signalling, key not only in stimulating ORS/HFSC lineage proliferation^23–25^ but also in driving BCCs^11,12,14^ (Fig. 3b). Also notable was a downregulation of AP1, EGFR and TGFβ signalling pathways, which are known to be elevated in BCCs that develop resistance to SHH inhibitors^26^. Many of the pathways enriched in the C2/C5 clusters were also implicated in other cancers previously associated with SOX9 expression^27–29^.

The role of SOX9 in activating the ORS/HFSC fate appeared to be direct, as chromatin that opened by W2 was associated with hair follicle development and displayed both SOX motifs and SOX9 binding (Fig. 3b,c). These peaks also persisted in an accessible state and were still prominent from W6 to W12 (Fig. 3a). By contrast, late-opening C4-associated genes were not related to HFSC fate. Many of their peaks only entered a more accessible state sometime after W2, coincident with the late BCC gene induction per our transcriptome analysis (Fig. 1c,d). Intriguingly, these peaks were not enriched for SOX but rather RUNX, AP1 and NF-κB motifs (Fig. 3c). Moreover, whereas the *Sox9* transgene was induced by W1, *Runx1–Runx3* in particular were highest at W2-W6 (Fig. 1b,c). 

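The transgene entry MYC-SOX9 had 89.6 and 45.6 TPM in the D0 replicates, 3387 and 3414 TPM at W1, 1892 and 1469 TPM at W2, 1108 and 859 TPM at W6, and 606 and 904 TPM at W12. Its log2 change at W1 was 5.71 (standard error 0.32, adjusted *P* = 8.07e-05 from limma with Benjamini-Hochberg adjustment, 0.000301 with the replicate block and 0.000261 with the D0 numbers crossed). Reads of its coding sequence can be shared with the endogenous *Sox9* (chromosome 11, 112782224 to 112787760, GRCm38), which had 11.5 and 9.47 TPM at D0 and 4.02 and 2.71 TPM at W1. *Runx1* (chromosome 16, 92601466 to 92826149, minus strand) had 7.51 ± 0.749 TPM (SD, n = 2) at D0, 30.6 ± 2.24 TPM at W1, 63.9 ± 14.2 TPM at W2, 48.3 ± 8.18 TPM at W6 and 25.9 ± 4.89 TPM at W12. Its change from W2 to W6, −0.39, had an adjusted *P* of 0.228, so the order of W2 and W6 was within the spread of the replicates. *Runx2* (chromosome 17, 44495987 to 44814797) had 0.736 TPM at D0, 0.763 TPM at W1, 1.79 ± 0.49 TPM at W2, 2.54 ± 0.457 TPM at W6 and 1.68 TPM at W12. It was higher than at D0 by 0.68 at W2 (standard error 0.26, adjusted *P* = 0.113, or 0.0288 over *Runx1*, *Runx2* and *Cbfb* alone) and by 1.03 at W6 (standard error 0.26, adjusted *P* = 0.0174, 0.0248 with the replicate block and 0.0246 with the D0 numbers crossed). After quantile normalization the W6 change had an adjusted *P* of 0.0674, with only the 4 libraries of D0 and W6 in the fit 0.0865, and with all genes with a TPM above 0 0.0542. *Runx3* (chromosome 4, 135120652 to 135177990) was too low to be tested, with 0.00548 and 0.0553 TPM at D0, 0.0794 and 0.218 TPM at W1, 0.395 and 0.302 TPM at W2, 0.299 and 1.94 TPM at W6, and 0.18 and 0.441 TPM at W12.

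**Figure D4:**
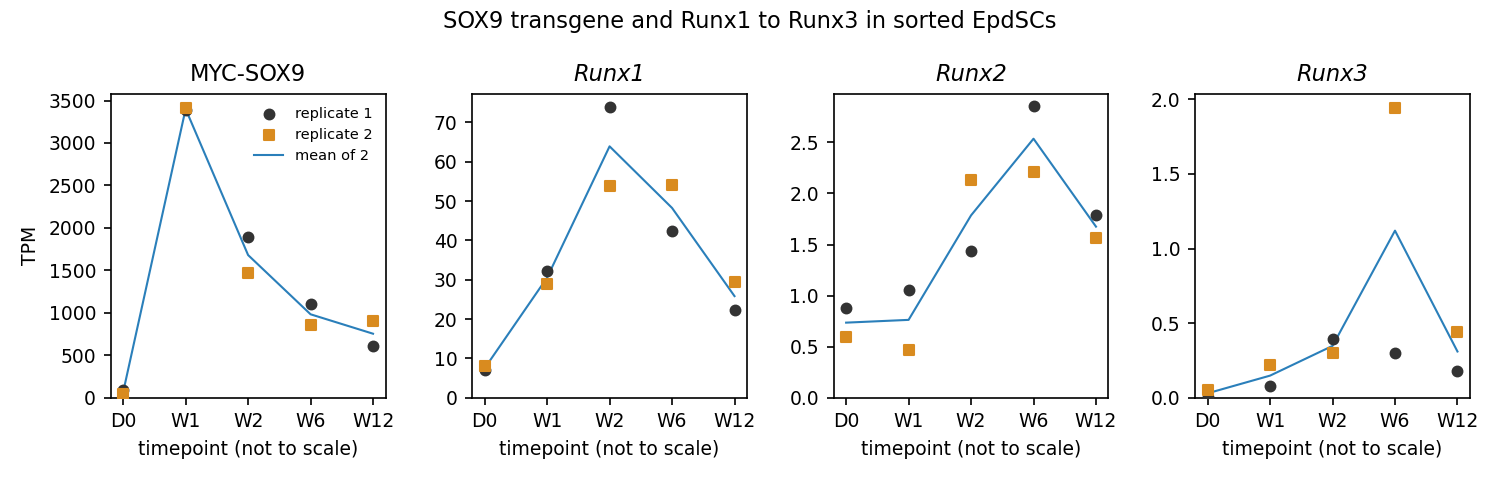
TPM (vertical axes) of the MYC-SOX9 transgene, Runx1, Runx2 and Runx3 at D0, W1, W2, W6 and W12 (horizontal axes, not to scale), with a circle for replicate 1, a square for replicate 2 and a line through the mean of the 2. The transgene peaks at W1 (3387 and 3414 TPM), the mean of Runx1 at W2 (63.9 TPM) and that of Runx2 at W6 (2.54 TPM), and the peak of Runx3 at W6 rests on replicate 2 (1.94 TPM).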

Given that RUNX1 suppresses basosquamous features in therapeutic-resistant human BCCs^30^, the sustained *Runx* expression underscored a BCC-like rather than SCC-like phenotype.

We also performed temporal motif analysis with ChromVAR^31^, which considers both enrichment and chromatin accessibility variability at each motif. In addition to SOX, AP1(FOS/JUN), GATA and RUNX were top variable motifs. To learn how motif accessibility varied over time, we plotted accessibility deviation scores for each timepoint and compared them with a motif (TBX) that showed no temporal variability. Agreeing with motif enrichments in C4, the RUNX motifs continued to gain accessibility from W2 to W6 (Fig. 3c and Extended Data Fig. 3f).

Delving deeper, the *Runx1* gene locus was closed at D0, but within W1 after induction, the locus revealed SOX9 binding at multiple sites (Fig. 3d). Since the dynamic peaks were enriched at distal intergenic regions (Fig. 2f), we performed multiplexed T7-indexed chromatin immunoprecipitation (MINT-ChIP)^32^ on enhancer histone modification, H3K4me1, which also showed binding to this locus within W1. By contrast, accessibility did not occur until a week later (Fig. 3d). Immunofluorescence corroborated the delay in activating the *Runx1* locus, and underscored its prominence at later stages of reprogramming (Fig. 3e). Finally, footprint analyses exposed an increase in chromatin accessibility at RUNX footprints over the late-opening C4 ATAC peaks (Fig. 3f and Extended Data Fig. 3g). This contrasted with SOX footprints, which appeared early and then remained constant from W2 to W12 (Fig. 3f).

Gene Ontology (GO)-term analyses of the genes associated with these late-opening RUNX footprints reflected stem cell proliferation, and angiogenesis, hallmarks of cancers (Fig. 3g). Together, these data imply that later changes involved not only SOX9 but also transcription factors that were directly targeted by SOX9, notably of the RUNX family, whose motifs were also enriched as noted above. Although we did not address whether RUNX factors operate as pioneer factors, the enrichment of RUNX motifs coincident with the rise in proliferation during BCC-like downgrowth raised the possibility that proliferation may enhance if not allow accessibility of these factors to chromatin.

### SOX9 induces epigenetic remodelling before opening chromatin

The substantial delay between H3K4me1 and SOX9 versus chromatin accessibility and transcription of the *Runx1* gene led us to wonder whether this might be a general phenomenon of SOX9 reprogramming. 

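On RNA, *Runx1* was already higher at W1 than at D0, by a log2 change of 1.89 (standard error 0.21, adjusted *P* = 0.00131 from limma with Benjamini-Hochberg adjustment), and both W1 libraries (32.1 and 29.0 TPM) were above both D0 libraries (6.99 and 8.04 TPM). With the replicate block the adjusted *P* was 0.0036, and 0.00279 with the D0 numbers crossed. At W2 the change from D0 was 2.92 (standard error 0.21, adjusted *P* = 0.000122), with 73.99 and 53.8 TPM. The further rise from W1 to W2 was 1.03 (standard error 0.21) and both W2 libraries were above both W1 libraries, but its adjusted *P* was 0.102, or 0.155 with the replicate block. Adjusted over *Runx1*, *Runx2* and *Cbfb* alone it was 0.00321. At W12, *Runx1* was still higher than at D0 by 1.65 (standard error 0.21, adjusted *P* = 0.000578). Histone modification, SOX9 binding and chromatin accessibility at the gene were not analysed here.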

To address this, we compared ATAC and histone modification signals over time at all opening SOX9 peaks (Fig. 2c). Correlating with SOX9 binding, H3K4me1 deposition occurred within W1 and levelled off thereafter (Fig. 4a), preceding chromatin accessibility changes at W2. By contrast, H3K27ac changes, while appearing by W1, were less robust and, in further contrast, continued to rise over time relative to SOX9 and H3K4me1 (Extended Data Fig. 4b).

**Fig. 4:**
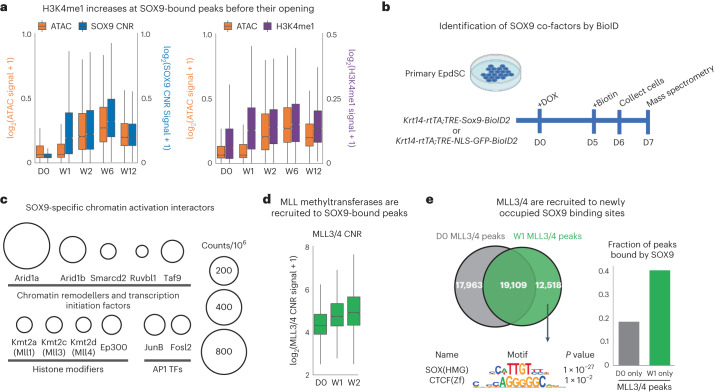
SOX9 recruits co-factors to epigenetically prime and then remodel chromatin to an open, transcriptionally accessible state. **a**, Left: box plot comparing ATAC (orange) and SOX9 CNR (blue) signals at SOX9 peaks that transition from closed to open chromatin over time. Note that SOX9 binding increases markedly by W1, preceding chromatin accessibility at these sites by nearly a week. Right: box plot comparing ATAC (orange) and MINT-ChIP H3K4me1 (purple) signals at SOX9 peaks that open over time. Note that H3K4me1 follows the time course of SOX9 binding, again preceding chromatin accessibility. *n* = 2 biological replicates. Box plots are centred at median and bound by first and the third quartile, and whiskers extend to 1.5 times interquartile range (IQR) on both ends. **b**, Schematic of BioID2 proximity labelling of proteins that interact with SOX9 induced in cultured EpdSCs. **c**, Selected SOX9-interacting proteins detected with mass spectrometry and that fall into the top GO terms of chromatin remodellers of the SWI/SNF family; transcription initiation factors (TAF9), AP1 transcription factors; and enzymes that modify histones (MLL1, MLL3, MLL4 and p300). For full list, see Supplementary Table 3. Circle size corresponds to the strength of the hit as delineated at right. **d**, Box plot of MLL3/4 CNR signals reveals the appearance of MLL3/4 at SOX9-bound peaks following DOX. *n* = 2 biological replicates. Box plot is centred at median and bound by the first and the third quartile, and whiskers extend to 1.5 times IQR on both ends. **e**, Venn diagrams providing further evidence that the de novo MLL3/4 peaks that appear between D0 and W1 are highly enriched for bound SOX9 (binomial *P* = 1 × 10^−27^), whereas the 17963 MLL3/4 peaks lost at W1 do not show any significant motif enrichment over all D0 MLL3/4 peaks and are not associated with SOX9-bound sites, inconsistent with a repressor role for SOX9.

Notably, although the nucleosomes directly over SOX9-binding sites appear to have been evicted, H3K4me1 was strongly enhanced on nucleosomes flanking SOX9 (Extended Data Fig. 4c). Moreover, the domain size of H3K4me1 gradually increased from D0 to W2. This did not occur at static peaks, but rather specifically at SOX9-bound opening peaks (Extended Data Fig. 4d).

### Activating HFSC enhancers

To understand how SOX9 directly activates HFSC enhancers, we began by identifying SOX9-interacting co-factors. To this end, we transduced *Krt14-rtTA* primary EpdSCs in vitro with *TRE-Sox9-BioID2* and control *TRE-GFP-NLS-BioID2* and then induced expression of each transgene using DOX (Extended Data Fig. 5a). One week later, biotinylated SOX9-interacting proteins were purified and analysed by mass spectrometry (Fig. 4b).

Biological replicates correlated highly and formed distinct clusters by PCA (Extended Data Fig. 5b–d). Fifty-eight proteins interacted with SOX9 relative to NLS-GFP EpdSCs (Supplementary Table 3). On the basis of protein function and GO-term analysis, SOX9-interacting proteins were mainly DNA and chromatin binders enriched in chromatin modifications and nuclear activity. Among the strongest SOX9 interactions were with core members of the SWI/SNF chromatin remodelling complex (ARID1a/b and SMARCD2), TATA box binding protein TAF9 (TFIID) required for RNA polymerase II-mediated induction of transcription, and AP1 (FOSL2 and JUNB) (Fig. 4c and Extended Data Fig. 5e,f). Histone modifiers typifying key active enhancers in developmental contexts were also featured. As SOX9-induced opening peaks were more enriched at enhancers over promoters (Extended Data Fig. 3e), we were intrigued to find modifiers of two histone marks enriched at active enhancers: Ep300, the acetyltransferase for H3K27ac, and MLL3/MLL4, histone methyltransferases that not only can deposit H3K4me1 but possibly play additional emerging roles in enhancer activation^33–35^.

Since we observed an increase in H3K4me1 at SOX9 targeted enhancers before H3K27ac or chromatin opening, we first focused on whether, as predicted, MLL3/4 are recruited by SOX9 to closed chromatin in vivo. To validate the physical interaction, we exploited the MYC tag of SOX9 and performed co-immunoprecipitations on cultured EpdSC lysates with or without SOX9 induction, and then probed for MLL4. Given the large size of MLL4 (>500 kDa) and the likelihood of degradation, we used CRISPR–Cas9 to ablate *Mll4* in these EpdSCs to ensure correct band identification (Extended Data Fig. 5g).

After validation, we performed MLL3/4 CNR, reasoning that, if MLL3/4 recruitment to chromatin is regulated by SOX9, de novo MLL3/4 targeted sites should be enriched with SOX9 binding. A marked increase in MLL3/4 association with chromatin occurred between D0 and W2 at opening SOX9-bound enhancers (Fig. 4d). Moreover, upon analysing de novo MLL3/4 recruitment sites on chromatin at W1, we found that SOX motifs were significantly enriched (Fig. 4e). These data began to provide a clearer picture of how SOX9 functions as a pioneer factor, as it not only binds to closed chromatin but also recruits co-factors to epigenetically modify flanking histones. The data from Fig. 4c further hinted that SOX9 recruits the SWI/SNF complex to make the chromatin accessible for transcription.

### Silencing the epidermal fate

Interestingly, while SOX9 binding was highly enriched within peaks that opened over time, it accounted for only 3% of peaks that closed over time (Fig. 5a). The differences were even more striking when we restricted our analysis to ATAC peaks changing over the first two weeks (Extended Data Fig. 6a). These findings were consistent with our SOX9 interactome, which was dominated by chromatin-activating remodellers. Moreover, in contrast to the hair-follicle-associated GO terms prominent in W2 SOX9-bound opening peaks, Epd-associated GO-terms were featured among closing peaks that were not bound by SOX9 (Extended Data Fig. 6b). We therefore hypothesized that SOX9 silences epidermal fate indirectly.

**Fig. 5:**
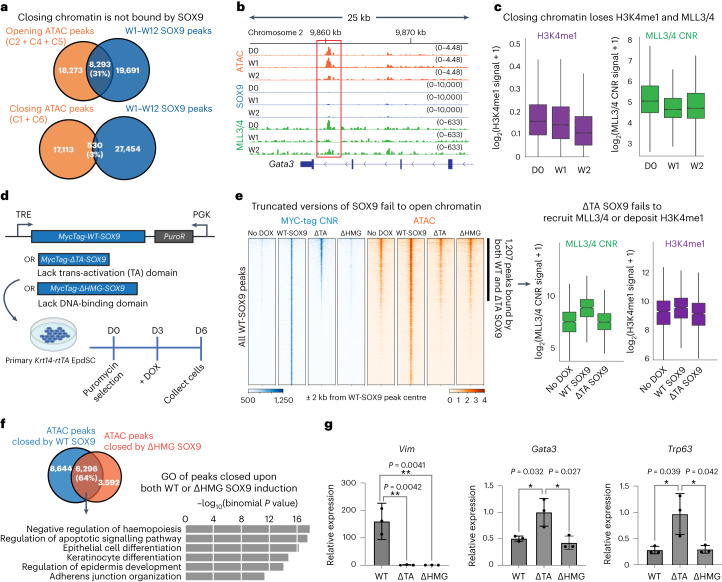
SOX9 achieves EpdSC fate silencing independent from DNA binding. **a**, Top: Venn diagram shows robust overlap between opening peak clusters (C2 + C4 + C5) and SOX9 peaks. Bottom: Venn diagram shows only 3% overlap between closing peaks (C1 + C6) and SOX9 peaks. **b**, ATAC, SOX9 CNR and MLL3/4 CNR tracks at the *Gata3* locus, showing that, by W1 after SOX9 induction, MLL3/4 CNR peaks were diminished, and by W2, ATAC peaks closed, even though CNR showed no SOX9 binding in this region (red box). **c**, Box plots showing loss of MLL3/4 and H3K4me1 signal beginning at W1 post SOX9-induction and specifically at ATAC peaks that close by W2 (C1, C6). *n* = 2 biological replicates. **d**, Schematic of inducing of MYC-tagged wild-type (WT) or mutant versions of SOX9 in transduced *Krt14-rtTA* cultured EpdSCs. **e**, Profile plot and heat map showing MYC-tagged wild-type or variant SOX9 binding (blue) and accessibility (orange) before and after DOX. Peaks are sorted the same way across samples. Note that ΔHMG-SOX9 fails to bind DNA, and ΔTA-SOX9 binds only to the subset of SOX9 peaks that were already accessible before DOX. Both mutants of SOX9 failed to open chromatin de novo. Right: box plot comparing MLL3/4 CNR and H3K4me1 signals at the peaks that are bound by wild-type SOX9 and ΔTA-SOX9. Note that only wild-type SOX9 brought additional MLL3/4 and deposited more H3K4me1 to these peaks. *n* = 2 biological replicates. **f**, Venn diagram shows overlap between the ATAC peaks that are closed by wild-type SOX9 or ΔHMG-SOX9 induction. GO terms reveal that epidermal enhancers close upon wild-type or ΔHMG-SOX9 induction (binomial is used to calculate the significance). **g**, Quantitative PCR analysis of genes that are directly induced (*Vim*) or indirectly repressed (*Gata3* and *Trp63*) by SOX9 in EpdSC cells. All the error bars are mean ± s.d. *P < 0.05 and **P < 0.01, two-tailed *t*-test. *n* = 3 biological replicates. All box plots are centred at median and bound by the first and third quartile, and whiskers extend to 1.5 times interquartile range (IQR) on both ends.

To further understand how epidermal fate is silenced, we were intrigued by GATA factors, whose motif was markedly enriched in ATAC peaks (C1, C6) that closed within the first 2 weeks after SOX9 induction and whose transcription factor footprint declined upon SOX9 induction (Extended Data Fig. 6c). GATAs surfaced upon analysing the transcription factors expressed by EpdSCs and whose motifs are highly enriched in closing chromatin (Extended Data Fig. 6d). 

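Of the 6 GATA genes, *Gata3* had the most RNA at D0, and *Gata6* (chromosome 18, 11052064 to 11085635, GRCm38) was the only other one with a mean of at least 1 TPM. *Gata6* had 7.72 and 4.47 TPM at D0, 8.26 and 5.57 TPM at W1, 17.7 and 21.6 TPM at W2, 14.2 and 5.35 TPM at W6, and 1.31 and 2.41 TPM at W12. It was higher at W2 than at D0 by a log2 change of 1.57 (standard error 0.42, adjusted *P* = 0.0385 from limma with Benjamini-Hochberg adjustment), with an adjusted *P* of 0.057 after median-ratio scaling, 0.0577 after quantile normalization, 0.0543 with only the 4 libraries of D0 and W2 in the fit and 0.162 with all genes with a TPM above 0 in it. At W12 it was lower than at D0, by −1.30 (standard error 0.42, adjusted *P* = 0.0359), or by −0.76 with an adjusted *P* of 0.172 after the length and GC correction, and the adjusted *P* was 0.127 with all genes with a TPM above 0 in the fit. *Gata2* had 0.0369 and 0.0323 TPM at D0, was listed at 0 in both W2 libraries and had 0.827 and 1.43 TPM at W12. *Gata1* and *Gata4* had at most 0.155 TPM in each library, and *Gata5* was listed at 0 in all libraries but W2 replicate 1 (0.00623 TPM). The motifs in closing chromatin were not analysed here.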

GATA3 transcript and protein expression also declined concomitantly with the closure of GATA motifs (Extended Data Fig. 6e).

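*Gata3* (chromosome 2, 9857078 to 9890034, minus strand, GRCm38) had 294 ± 73.8 TPM (SD, n = 2) at D0, 160.3 ± 17.3 TPM at W1, 143 ± 38.6 TPM at W2, 73.6 ± 29.0 TPM at W6 and 27.5 ± 0.491 TPM at W12. Its log2 change from D0 was −0.85 at W1 (standard error 0.29, adjusted *P* = 0.111 from limma with Benjamini-Hochberg adjustment, 0.13 with the replicate block and 0.136 with the D0 numbers crossed). At W2 it was −1.03 (standard error 0.29, adjusted *P* = 0.0468), and the adjusted *P* was 0.0608 without the trend in limma's variance, 0.108 with only the 4 libraries of D0 and W2 in the fit and 0.185 with all genes with a TPM above 0 in it. The change was −2.02 at W6 (standard error 0.29, adjusted *P* = 0.00167, 0.00298 with the replicate block and 0.00338 with the D0 numbers crossed) and −3.35 at W12 (standard error 0.29, adjusted *P* = 8.24e-05). GATA3 protein and chromatin accessibility were not analysed here.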

The *Gata3* gene locus also lost chromatin accessibility by W2, but the decline happened only at non-SOX9-bound peaks. The nearest SOX9-bound enhancer was >30 kb from the *Gata3* gene body, and like several other weaker peaks, this site was already open and MLL3/4-bound before SOX9 was induced. Notably, subsequent SOX9 binding had little or no effect on its status (Extended Data Fig. 6f). These findings suggest that the role of SOX9 in silencing epidermal fate is at least in part indirect. Moreover, the result appeared to be physiologically relevant as genes downregulated in SOX9^+^ embryonic skin progenitors were also silenced when SOX9 was induced in adult EpdSCs (Fig. 1d)^36^.

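The 421 genes tested that were lower in SOX9+ than in SOX9 neg placode cells in the authors' deposited table fell further after W2. Their median log2 change from D0 was −0.09 at W1, −0.14 at W2, −0.35 at W6 and −0.66 at W12, against 0.09, 0.06, 0.08 and −0.08 over all genes tested. At W2, 58.0% of them were lower than at D0, against 44.0% of all genes, and at W12 70.6% against 53.9%. At W12, 251 of the 421 differed from D0 at an adjusted *P* under 0.05 (limma with Benjamini-Hochberg adjustment), 52 higher and 199 lower, or 272 when adjusted over the list alone, 60 higher and 212 lower. Of the 824 genes higher in SOX9+ placode cells, 237 were higher and 231 lower at W12. Ranked by signal-to-noise ratio of W12 against D0, the genes lower in SOX9+ placode cells had an NES of −2.23 (*P* = 0.0022 by permutation of gene sets, the smallest that the 453 random sets with a score of the same sign can give). The genes higher in SOX9+ placode cells had an NES of 1.95 (*P* = 0.00176 by permutation, the smallest for 566 such sets). As a whole these genes did not rise, as their median log2 change at W12 was −0.05, close to that of all genes, and 52.1% were lower. Permutation of gene sets does not allow for correlation between genes, and limma's camera test, which does, was not run at W12.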

MLL3/4 presence over opening SOX9-dependent enhancer peaks was robust by W2, as was H3K4me1 modification (Fig. 4a,d). By contrast, the >6,000 SOX9-independent enhancer peaks that closed during this time displayed plummeting MLL3/4 association and a more gradual loss of H3K4me1 (Extended Data Fig. 7a). These findings raised the tantalizing possibility that, in binding to nucleosomes at HFSC-enhancers, SOX9 might be recruiting co-factors including MLL3/4 away from active EpdSC enhancers.

To test this hypothesis, we engineered DOX-inducible MYC-tagged wild-type and mutant forms of SOX9 that lacked either the transactivation (ΔTA) domain or the DNA binding (ΔHMG) domain (Fig. 5d and Extended Data Fig. 7b). In the transduced primary EpdSCs, immunofluorescence levels of three versions of SOX9 were comparable, and the ectopically expressed proteins were of the expected size (Extended Data Fig. 7c,d). Additionally, as judged by co-immunoprecipitation, only wild-type SOX9 and ΔHMG-SOX9, but not ΔTA-SOX9, associated with MLL4, consistent with the inability of ΔTA to interact with chromatin remodellers (Extended Data Fig. 7e).

By using CNR with a MYC-tag antibody recognizing all three SOX9 variants equivalently, we verified that wild-type SOX9 and the ΔTA-SOX9 mutant, but not ΔHMG-SOX9, bound to DNA (Fig. 5e). Interestingly, without the TA domain to interact with co-factors, ΔTA-SOX9 only bound to chromatin that was already accessible in EpdSCs. Consistent with this result, the 1,207 peaks that were open before DOX and bound by ΔTA-SOX9 did not show MLL3/4 recruitment nor did they show H3K4me1 modification (shown at right). Additionally, and in contrast to wild-type SOX9, ΔTA-SOX9 failed to stably bind to closed chromatin of HFSC enhancers, indicating that, without binding to co-factors, SOX9 lost the defining feature of pioneer factors.

Although ΔHMG-SOX9 did not bind DNA, it had a striking effect on chromatin accessibility. Nearly 10,000 ATAC peaks closed and >8,000 peaks opened upon induction (Extended Data Fig. 7f). As this mutant was unable to bind DNA, it was not surprising to see that the GO-term profile of the opening peaks was dramatically different than that of wild-type SOX9 (Extended Data Fig. 7g). Rather than HFSC features, the changes were more reflective of a stressed state. By contrast, in the ATAC peaks that closed in response to ΔHMG-SOX9, 64% of them were also closed by wild-type SOX9, and the GO terms corresponded to the same EpdSC genes indirectly silenced by wild-type SOX9 (Fig. 5f,g).

### Competition for SOX9-interacting chromatin remodellers

Consistent with the hypothesis that SOX9 closes chromatin by competing for and redistributing co-factors, MLL3/4 CNR signal diminished over EpdSC enhancers upon ΔHMG-SOX9 induction (Fig. 6a). Probing deeper, we turned to AP1 transcription factors, which surfaced in our SOX9 interactome. In agreement with the dynamics observed for MLL3/4, footprint analysis in vivo revealed that AP1 binding decreased in closing non-SOX9-bound epidermal enhancers and increased in SOX9-bound chromatin (Fig. 6b). Moreover, in these SOX9-bound opening peaks, SOX and AP1 motifs were mostly found within one-nucleosome distance, supporting a role for SOX9 in targeting AP1 transcription factors to their canonical binding sites upon opening hair follicle enhancers (Extended Data Fig. 7h).

**Fig. 6:**
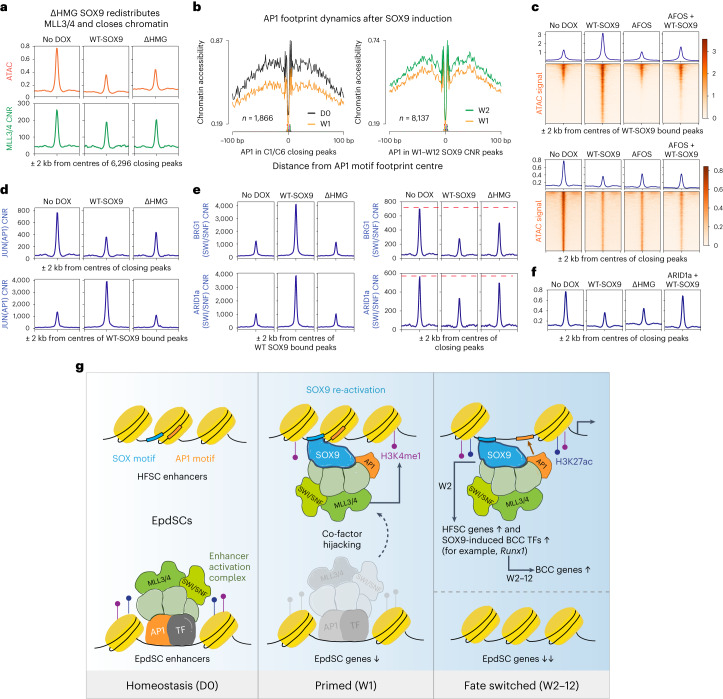
SOX9 redistributes chromatin remodelling co-factors to activate HFSC enhancers and silence EpdSC enhancers. **a**, Profile plots showing that ATAC and MLL3/4 CNR signals wane at EpdSC enhancers upon wild-type SOX9 and ΔHMG-SOX9 induction. Note that, when SOX9 cannot bind to DNA (ΔHMG), it still diminishes MLL3/4 at endogenous EpdSC enhancers and closes their chromatin. **b**, AP1 footprint analyses in closing ATAC peaks and SOX9 CNR peaks. Note that chromatin accessibility at AP1 footprints decreases over closing epidermal peaks by W1 and increases over opening SOX9-bound peaks by W2 (see also Fig. 5a). **c**, Top: profile plots and heat maps comparing ATAC signals at wild-type SOX9 (WT-SOX9) bound peaks in vitro. While WT-SOX9 can open chromatin, dominant negative FOS (AFOS) inhibits the opening as shown in the last column. Bottom: profile plots and heat maps comparing ATAC signals at closing peaks in vitro. AFOS phenocopies the indirect closing effect of SOX9 on AP1-associated epidermal enhancers. **d**, Top: profile plots showing that JUN CNR signals are reduced at EpdSC enhancers upon wild-type SOX9 and ΔHMG-SOX9 induction. Bottom: supportive of competition, wild-type SOX9 recruits AP1 to HFSC enhancers, while ΔHMG-SOX9, lacking the DNA binding domain, fails to do so. **e**, Profile plots showing that both BRG1 and ARID1a of the SWI/SNF complex behave similarly to AP1 and MLL3/4: they are recruited to the opening HFSC enhancers by only wild-type SOX9 (left), while both wild-type SOX9 and ΔHMG-SOX9 reduce SWI/SNF association with epidermal enhancers (right). The red dotted line denotes CNR levels of indicated target at closing peaks before DOX. **f**, Profile plots comparing ATAC signals at closing epidermal enhancers with wild-type SOX9, ΔHMG-SOX9 or ARID1a overexpression together with wild-type SOX9. Note that, when ARID1a is overexpressed, SOX9 fails to close epidermal enhancers. **g**, Working model for how SOX9 achieves cell fate switching: pioneer factor SOX9 indirectly silences the epidermal fate by competing away co-factors and other transcription factor (TFs) including AP1 from active EpdSC enhancers. Concomitantly, SOX9 binds directly to key hair follicle enhancers, bringing with it the hijacked chromatin remodelling machinery and activating the hair follicle fate. Also among the SOX9 target genes are transcription factors such as RUNX1, whose footprints appear to participate in the delayed activation of BCC cancer genes, leading to further fate switching to BCC, downstream of the EpdSC-to-HFSC fate transition.

Notably, motif analyses revealed the presence of AP1-binding sites in both closing and opening enhancers (Extended Data Fig. 3f), suggesting that the interaction between SOX9 and AP1 may be functionally important for both opening SOX9^+^ HFSC enhancers and closing SOX9^neg^ EpdSC enhancers. To test the possibility that enhancers might be competing for AP1 binding, we used the strategy delineated in Fig. 5d to induce AFOS, a dominant negative version of c-FOS that can heterodimerize with AP1 transcription factors and block their binding to DNA^37,38^. We performed these experiments in the presence and absence of wild-type SOX9, and then carried out ATAC-seq. In the peaks that were bound by wild-type SOX9, AFOS clearly interfered with the opening of the HFSC enhancers, while also phenocopying the closing effects of SOX9 at EpdSC enhancers when expressed alone (Fig. 6c).

Our data thus far suggested that, like MLL3/4, AP1 transcription factors function on both sides of the fate coin. To test whether other members of the interactome are targets for this putative competition for SOX9-binding partners, we focused on AP1 transcription factors and the SWI/SNF complex. After first validating their association with SOX9 (Extended Data Fig. 7i,j), we performed CNR analysis. We found that induction of wild-type SOX9 resulted in increased JUN(AP1) binding at SOX9-bound peaks, and decreased JUN binding at closing epidermal peaks. Notably, while ΔHMG-SOX9 failed to recruit JUN and open hair follicle enhancers, it still diminished JUN binding at closing epidermal peaks (Fig. 6d). Similarly, when we performed CNR on both structural (ARID1a) and enzymatic (BRG1) members of the SWI/SNF complex, we observed a decline in their association with epidermal enhancers when either wild-type SOX9 or ΔHMG-SOX9 were induced, but an increased association with SOX9-bound peaks only after wild-type SOX9 and not ΔHMG-SOX9 induction (Fig. 6e).

Together, these data suggest that SOX9 orchestrates the redistribution of transcription factors and epigenetic co-factors that are shared by the enhancers of both cell fates. Moreover, this competition appeared to be predicated in part on limiting levels of chromatin remodelling factors, as when we overexpressed ARID1a in the presence of SOX9, epidermal enhancers were rescued from closing (Fig. 6f and Extended Data Fig. 7i,j).

## Discussion

Elegant studies by the Zaret lab launched the field of pioneer factors, now examined in various fate-switching scenarios and distinguished by their ability to bind their sequence motifs within closed chromatin^1,2^. However, the precise sequence of nucleosome eviction, opening of surrounding chromatin, and reprogramming fate choices has been difficult to unravel, particularly in in vitro settings, where fate choices lack constraints imposed by native tissue microenvironments. By exploiting the slowed kinetics of our in vivo reprogramming system, we discovered that SOX9 not only perturbs its target nucleosome but also recruits enzymes that modify the flanking enhancer nucleosomes. Like SOX9 binding itself, these features precede the subsequent chromatin opening to the transcriptional machinery. As our ΔTA-SOX9 studies imply, these dynamics appear to be achieved by SOX9 recruiting of chromatin remodelling factors such as AP1 TFs and the SWI/SNF complex^39,40^.

It has generally been viewed that a pioneer factor can act either as a transcriptional activator or as a repressor through recruiting different cohorts of co-activators or co-repressors^1,2^. At first glance, this notion seems well suited to nodes of lineage switching, where one fate is silenced while another is chosen. However, increasing evidence suggests that pioneer factors may bind and directly regulate the enhancers of only one lineage at the crossroads, leaving a conundrum as to how the other lineage becomes silenced to achieve the switch.

Our findings showed clearly that EpdSC gene silencing occurs shortly after SOX9 induction, a timing that is at odds with the notion that SOX9 might induce transcriptional repressors that then subsequently silence epidermal genes. Moreover, in contrast to HFSC enhancers, many of which bind SOX9 and are opened de novo, EpdSC enhancers show a paucity of SOX9 binding and yet close rapidly upon SOX9 induction.

Rather to prevailing notions, our findings favour a dual function model whereby a pioneer factor actively hijacks and redistributes shared co-factors to achieve cost-effective and coordinated fate switching from one lineage to another (Fig. 6g). Thus, following SOX9 induction in EpdSCs, MLL3/4 binding increased at SOX9-bound opening HFSC enhancers, while diminished at closing non-SOX9-bound EpdSC enhancers. Our studies with wild-type SOX9 and ΔHMG-SOX9 revealed that not only does SOX9 interact with MLL3/4, but also with a compendium of co-factors essential to activate enhancers, which include not only MLL3/4 but also AP1 and SWI/SNF complex.

In closing, although direct repressive mechanisms independent from chromatin accessibility are still formally possible, our data suggest that at least some chromatin remodellers that are generally required for enhancer activity are in short supply, thereby setting up the competition to achieve fate switching once a pioneer factor such as SOX9 is activated. By utilizing such a mechanism, cellular fate plasticity is minimized, while simultaneously expediting the shift in density of shared transcriptional regulators to genomic loci of new fate determinants.

Finally, it is noteworthy that, to make tissue, stem cells must undergo a fate choice, which for SOX9^+^HFSCs, is achieved by downregulating SOX9 (ref. ^16^). In our model as in BCC, SOX9 was constitutive and hence the choice to make hair was never made. Moreover, when left outside the instructive microenvironment of the quiescent hair follicle bulge niche, the proliferating cells with sustained SOX9 activated SOX9 downstream target transcription factor genes, such as those encoding the RUNX family, that secondarily drove further dynamic changes in the chromatin landscape. These findings begin to explain how and why in adult tissue stem cells, sustained re-activation of a pioneer factor involved in embryonic fate decisions frequently leads to cancer^5,6,41^.

## Methods

### Ethical regulation compliance

All animals used in this study were maintained and bred under specific-pathogen-free conditions at the Comparative Bioscience Center at The Rockefeller University, which is an Association for Assessment and Accreditation of Laboratory Animal Care-accredited facility. All procedures were performed with the Institutional Animal Care and Use Committee-approved protocols (20012-H and 20066-H).

### Generating and handling *TRE-Sox9* mice

To generate the conditional SOX9 transgenic mice, the *Sox9* coding sequence was cloned into the pTRE2 vector harbouring a DOX-inducible, minimal CMV2 promoter. A MYC tag was added to the N terminus of SOX9. Transgenic mice were generated as described previously^42^. The resulting *TRE-Sox9* mice were then genotyped and crossed to *Krt14-rtTA* transgenic mice^15^ to allow for DOX-inducible expression of MYC–SOX9 specifically in skin epithelium.

### Primary cell isolation

Primary *Krt14-rtTA*;*TRE-Sox9* EpdSCs were isolated from newborn male pups (postnatal day 0, or P0) as described previously^16,43^. Briefly, mouse back skin was collected from P0 pups and treated with dispase (Gibco) overnight at 4 °C. Epidermis was manually separated from dermis and disassociated into a single-cell suspension. Epidermal cells were passaged and maintained in E-low calcium medium^44^ (0.05 mM CaCl_2_) at 37 °C with 7.5% CO_2_.

### DOX treatment

A total of 0.1 mg of DOX (Sigma) in 100 μl phosphate-buffered saline (PBS) was administered by intraperitoneal injection to *Krt14-rtTA*;*TRE-Sox9* and *Krt14-rtTA*-only mice at postnatal day P21, and the mice were thereafter were maintained on mouse chow containing 2 mg g^−1^ DOX throughout the experimental time course. Phenotypic mice were housed with at least one control littermate for adequate grooming. To maintain proper body fluid, 100 μl PBS was administered through intraperitoneal injection every other day after 4 weeks of SOX9 induction. For W12 samples, epidermis from the back skin of P0 *Krt14-rtTA*;*TRE-Sox9* or *Krt14-rtTA*-only pups were grafted onto 6–8-week-old immunocompromised (*Nude*) female mice. Grafts were allowed to heal for 21 days, and DOX was administered as above. For induction of SOX9 and its variants, AFOS and ARID1a in cultured cells, DOX was added to a final concentration of 1 μg ml^−1^ in E-low medium for BioID or SOX9 variant experiments.

### Immunofluorescence

Mouse back skin was fixed in 4% paraformaldehyde at room temperature for 15 min, and then washed three times with PBS for 15 min at 4 °C. Following PBS washes, samples were dehydrated in 30% sucrose in PBS 4 °C overnight. The dehydrated samples were then embedded in optimal cutting temperature (OCT) medium (VWR) and frozen on dry ice. Cryosections (16 μm) were blocked in immunofluorescence buffer containing 0.3% Triton X-100, 2.5% normal donkey serum, 2.5% normal goat serum, 1% bovine serum albumin and 1% gelatin in PBS for 1 h at room temperature. After blocking, the sections were stained with primary antibodies in immunofluorescence buffer at 4 °C overnight: MYC-tag (rabbit, 1:1,000, Cell Signaling), SOX9 (rabbit, 1:5,000, Millipore), ITGA6 (rat, 1:1,000, BD), KRT14 (chicken, 1:1,000, BioLegend), KRT10 (rabbit, 1:250, Fuchs Lab), EpCAM (rabbit, 1:100, Abcam), KRT6 (guinea pig, 1:1,000, Fuchs Lab), RUNX1 (rabbit, 1:100, Abcam), and GATA3 (rat, 1:100, Invitrogen). After primary antibody staining, all sections were washed three times with immunofluorescence buffer containing 0.1% Triton X-100 in PBS for 5 min at room temperature. Sections were then stained with Alexa 488, 546 or 647 conjugated secondary donkey antibodies (1:500, Thermo Fisher), mounted with Prolong Diamond anti-fade mounting medium with 4′,6-diamidino-2-phenylindole (DAPI, Thermo Fisher) and imaged with Zeiss Axio Observer Z1 with Apotome 2 microscope. Images were collected and analysed with Fiji (ImageJ v.2.3.0). For the Human Atlas immunostaining, the following antibodies were used: SOX9 (CAB068240), EpCAM (CAB030012) and KRT6A (HPA061168).

For cultured cells, cells were plated onto chamber slides (Thermo Fisher). At collection, cells were fixed with 4% paraformaldehyde for 10 min, and then washed three times with PBS at room temperature. After washing, the cells were blocked and stained with primary antibodies the same way as described above for sections with the following primary antibodies: HA-tag (rabbit, 1:1,000, Cell Signaling), GFP (chicken, 1:2,000, Fuchs Lab), RFP (rat, 1:1,000, ChromoTek), and MYC-tag (rabbit, 1:1,000, Cell Signaling).

For 5′-ethynyl-2′ deoxyuridine (EdU) experiments, mice were injected IP with EdU (50 μg g^−1^ body weight) 2 h before analysis. Quantifications were performed by counting the number of EdU^+^ EpdSCs within the basal layer. For quantifying the SOX9 signal in the native ORS and the SOX9-induced epidermis, sections were stained with same SOX9 antibody concentration (1:5,000), and same laser intensity and exposure time were used to acquire images. From each sample, 100 cells were quantified with the multi-point tool in Fiji.

### Flow cytometry and cell sorting

*Krt14-rtTA*;*TRE-Sox9* and *Krt14-rtTA*-only male mice were used for FACS experiments to obtain maximal cell numbers and to control for variation due to sex. Briefly, the whole back skins were first dissected from the mouse. After scraping off the fat tissues from the dermal side, the tissues were incubated in 0.25% trypsin/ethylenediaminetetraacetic acid (EDTA) (Gibco) for 45–60 min at 37 °C. After quenching the trypsin with cold FACS buffer (5% foetal bovine serum, 10 mM EDTA and 1 mM HEPES in PBS), the epidermal layer and HFs were scraped off the epidermal side of the skin. The tissues were mechanically separated and filtered through a 70 μm cell strainer (BD) into a single-cell suspension for immunolabelling. Single-cell suspensions were immunolabelled with antibodies: Ly6A/E-APCCy7 (1:500, BioLegend), CD49f-PECy7 1:1,000, BioLegend), CD34-Alexa660 (1:50 Invitrogen), CD45-biotin (1:200, BioLegend), CD31-biotin (1:200, BioLegend), CD140a-biotin (1:200, BioLegend), CD117-biotin (1:200, BioLegend), TruStain FcX for blocking (1:1,000, BioLegend) and streptavidin-FITC (1:1,000, BioLegend) in 300 μl of FACS buffer. Stained cells were washed and resuspended with FACS buffer with 100 ng ml^−1^ DAPI before analysis or sorting. EpdSCs were collected using an Aria Cell Sorters (BD Biosciences) with BD FACSDiva (v. 8.0) into either FACS buffer for genomic experiments or TRIzol LS (Invitrogen) for RNA extraction.

### RNA-seq and raw file processing

EpdSCs were collected by FACS as described above directly into TRIzol LS (Invitrogen). RNA libraries were generated using SMARTer RNA kit for low-input RNA-seq. Libraries were sequenced on Illumina NovaSeq SP. Raw FASTQ files were trimmed of barcodes using Skewer (v.0.2.2) and transcript abundance quantified using Salmon (v.1.4.0) with a modified GENCODE transcript index (version GRCm38 release M24) to include *TRE-Sox9*. Gene level counts and transcripts per million (TPM) were calculated using the Tximport (v.1.12.3) package in R (v.3.6.1). For hair placode RNA-seq data, after generating the raw counts, differentially expressed (DEG) gene list was generated with DESeq2 (v.1.16.1).

### ATAC-seq and raw file processing

ATAC-seq^20^ was performed on FACS-purified EpdSCs (two to four male mice per replicate) at indicated timepoints (D0, W1, W2, W6 and W12) and cultured keratinocytes. Briefly, cells were lysed in ATAC lysis buffer for 5 min and then transposed with Tn5 transposase (Illumina) for 30 min. Samples were barcoded and sequencing libraries were prepared according to the manufacturer’s guidelines (Illumina) and sequenced on an Illumina NextSeq. For sequencing analysis, 50 bp paired-end FASTQs were aligned to the mouse genome (GRCm38/mm10) using the PEPATAC (v0.10.3) pipeline^45^. Replicate BAM files were merged, and peak calling was performed using Model-based Analysis of ChIP-Seq 2 (MACS2) with the option of ‘–keep-dup all’ to keep duplicates generated during the combining of experimental replicates. Because peak calling is greatly influenced by number of reads and sequencing depth, we normalized peak calling as performed as described^21^ with a threshold of 3, and we quantified reads in filtered peaks (RIP) for generating normalized bigwig files. To do so, 1,000,000/RIP was used as input for Deeptools ‘bamcoverage’ with the ‘–scaleFactor’ option. Shared peaks were defined as regions that had ≥1 base pair overlap between two timepoints as shown in Fig. 2e. Dynamic peaks were defined as those accessible chromatin regions that were absent from at least one timepoint. For PCA analysis, peaks called from combined replicates were merged to create a union set of peaks across the samples. Read counts under the union peaks were summed for each individual replicate and used as input for PCA analysis or generating *K*-means clusters in R.

### CNR and raw file processing

EpdSCs were FACS purified, and the CNR sequencing was performed as previously described^19,46^ with minor modifications indicated below. Briefly, 500,000–1,000,000 EpdSCs were washed with ice-cold PBS, resuspended in crosslinking buffer (10 mM HEPES–NaOH pH 7.5, 100 mM NaCl, 1 mM egtazic acid (EGTA), 1 mM EDTA and 1% formaldehyde) and rotated at room temperature for 10 min. Crosslinked cells were quenched with glycine at a final concentration of 0.125 M for 5 min at room temperature. Cells were washed with cold 1× PBS and resuspended in NE1 buffer (20 mM HEPES–KOH pH 7.9, 10 mM KCl, 1 mM MgCl_2_, 1 mM dithiothreitol, 0.1% Triton X-100 supplemented with Roche complete protease inhibitor EDTA-free) and rotated for 10 min at 4 °C. Nuclei were washed twice with CNR wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5% bovine serum albumin and 0.5 mM spermidine supplemented with protease inhibitor) and incubated with concanavalin-A (ConA) beads washed with CNR binding buffer (20 mM HEPES–KOH pH 7.9, 10 mM KCl, 1 mM CaCl_2_ and 1 mM MnCl_2_) for 10 min at 4 °C. ConA-bead-bound nuclei were incubated overnight at 4 °C in CNR antibody buffer (CNR wash buffer supplemented with 0.1% Triton X-100 and 2 mM EDTA) and antibody. After antibody incubation, ConA-bead-bound nuclei were washed once with CNR Triton wash buffer (CUT&RUN wash buffer supplemented with 0.1% Triton X-100) then resuspended and incubated at 4 °C for 1 h in CUT&RUN antibody buffer and 2.5 μl pAG-MNase (EpiCypher). ConA-bound-nuclei were then washed twice with CUT&RUN Triton wash buffer and resuspended in 100 μl of Triton wash buffer and incubated on ice for 5 min. Then, 2 μl 100 mM CaCl_2_ was added and mixed gently to each 100 µl ConA-bound-nuclei. The reaction was then incubated at 0 °C for 30 min. The reaction was stopped by addition of 100 μl 2× stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM egtazic acid, 0.1% Triton X-100 and 50 μg ml^−1^ RNaseA) and incubated at 37 °C for 10 min. All buffers mentioned above were filtered with 0.22 μm filter before use. After incubation, ConA-bound-nuclei were captured using a magnet and supernatant containing CNR DNA fragments were collected. Supernatant was incubated at 70 °C for 4 h with 2 μl 10% sodium dodecyl sulfate and 2.5 μL 20 mg ml^−1^ proteinase K. DNA was purified using PCI reagent (phenol:chloroform:isoamyl alcohol, Millipore) and overnight ethanol precipitation with glycogen at −20 °C. DNA was resuspended in elution buffer (1 mM Tris–HCl pH 8.0 and 0.1 mM EDTA).

CNR sequencing libraries were generated using NEBNext Ultra II DNA Library Prep Kit for Illumina and NEBNext Multiplex Oligos for Illumina. PCR-amplified libraries were purified using 1× ratio of SPRI beads (Beckman) and eluted in 15 μl EB buffer (Qiagen). All CNR libraries were sequenced on Illumina NextSeq using 40 bp paired-end reads. Reads were trimmed with Skewer and aligned to reference genome (mm10) using Bowtie2 (v.2.2.9) and deduplicated with Java (v.2.3.0) Picard tools (http://broadinstitute.github.io/picard). Reads were filtered to ≤120 bp using Samtools (v.1.3.1). BAM files for each replicate were combined using Samtools. Bigwig files were generated using Deeptools (v.3.1.2) with reads per kilobase of transcript per million mapped reads (RPKM) normalization and presented with Integrative Genomics Viewer software. CNR peaks were called using SEACR^47^ from bedGraph files generated from RPKM-normalized Bigwig files (bigWigToBedGraph, UCSC Tools) using stringent setting and a numeric threshold of 0.01. Peaks were further filtered to have peaks scores >1,800 for a set of high-confidence peaks.

### MINT-ChIP–seq and raw file processing

EpdSCs were FACS purified and subjected to histone ChIP–seq (MINT-ChIP) with antibodies recognizing H3K4me1 (rabbit, Cell Signaling), H3K27ac (rabbit, Active Motif) and Total H3 (mouse, Active Motif). Pooled samples were then sequenced using 50 bp paired-end Illumina NextSeq. Resulting FASTQ files were demultiplexed for specific histone antibodies by using the unique barcode present in sequenced read2. Resulting paired reads were then trimmed for adapters using Skewer and aligned to mouse genome (GRCm38/mm10) using Bowtie2. Duplicated reads were marked and removed using Picard, and replicates were merged with Samtools. Peak calling for H3K27ac was performed using MACS2, while broad domains of H3K4me1 were called using epic2 (ref. ^48^). Samples were independently normalized to the number of RIP. For visualization, Bigwig files were generated on the combined BAM files using Deeptools ‘bamcoverage’ with (1,000,000/RIP) as input for the ‘–scalefactor’ option. For total H3, RPKM was used for normalization.

### BioID and mass spectrometry

For identification of SOX9-interacting partners we transduced primary *Krt14-rtTA* EpdSCs with LV-TRE-MYC-BioID2-GFP-NLS-H2B-RFP or LV-TRE-MYC-BioID2-SOX9-H2B-RFP. RFP^+^ transduced cells were then isolated using FACS, and stable EpdSC lines were established. We induced expression of recombinant proteins using 1 μg ml^−1^ DOX. Cells were allowed to expand for 5 days and were pulsed with 50 μM biotin (Sigma) for 16 h before reaching confluence. Cells were purified and proteins isolated as previously described^49^ with minor modifications mentioned below. Immediately after sonication, lysates were washed using Zeba desalting columns (7K molecular weight cut-off, ThermoFisher cat. no. 89894) with 50 mM Tris pH 7.4 to remove excess biotin. Beads were also washed three times with 2 M urea and a final two times with PBS before being resuspended with 500 μl 50 mM Tris, pH 8.0. All washes were performed using a magnetic stand. New tubes were used in between each urea and PBS washes. Wash buffer was removed from suspension of magnetic beads and replaced with 100 μl 8 M urea, 50 mM ammonium bicarbonate and 10 mM dithiothreitol for 1 h and replaced with 100 μl 40 mM iodoacetamide and incubated in the dark for 30 min. Alkylation solution was replaced with 1 μg trypsin (Promega) dissolved in 100 μl 50 mM ammonium bicarbonate and incubated for 4 h. Supernatant was then removed and re-digested overnight using 0.5 μg trypsin and 0.5 μg Endopeptidase Lys-C (Wako). Peptides were desalted and concentrated using C18-based Stage tips^50^ and separated by nanoLC (gradient: 2% B/98% A to 38% B/62% A in 70 min, A: 0.1% formic acid, B: 90% acetonitrile/0.1% formic acid) coupled to a Fusion Lumos (Thermo Scientific) operated in high/high mode.

Data were queried with UniProts Complete Proteome mouse database and concatenated with known common contaminants. Proteome Discover and Mascot was used to analyse the resulting data produced. Data were further filtered using a percolator^51^ to calculate peptide false discovery rates and set a threshold of 1%. Proteins were specific to SOX9’s proximity if they were identified in two of the three MYC-BioID2-SOX9 replicates and absent from all the MYC-BioID2-GFP-NLS samples. For the full list of SOX9-specific interactors and raw counts, see Supplementary Table 3.

### Generation of EpdSC lines expressing SOX9 and variants, AFOS or ARID1a

Three versions of MYC-tagged SOX9 (WT, ΔTA and ΔHMG as indicated in Extended Data Fig. 7b) were cloned into plKO vectors with a TRE promoter and a puromycin-resistance gene (*puroR*) under the control of a constitutive promoter (PGK). Three lentiviruses were produced as described^52^. *Krt14-rtTA* EpdSCs were cultured and transduced with 1 μl concentrated lentivirus in 10 ml E-low medium with 8 μg ml^−1^ polybrene (hexadimethrine bromide, Sigma 107689-100MG) overnight. Transduced cells were then selected with 2 μg ml^−1^ puromycin for 5 days before DOX treatment. For AFOS and ARID1a experiments, Flag-tagged *AFOS* or *Arid1a* CDS were cloned into the described plKO vector for lentiviral production. *Krt14-rtTA* or *Krt14-rtTA;TRE-mycSOX9* EpdSCs were cultured and transduced with 1 μl concentrated lentivirus as described above. Transduced cells were also selected with puromycin for 5 days before DOX treatment.

### CRISPR-mediated *Mll4* knockout

To generate *Mll4* (also known as *Kmt2d*) null lines, we cultured keratinocytes from the EpdSCs of our *Krt14-rtTA, TRE-Sox9* mice. Lines were generated with the Alt-R CRISPR–Cas9 system (Integrated DNA Technologies). Briefly, a recombinant Cas9 protein, a validated single guide RNA (TGCTCGGCAACAGACGTGAC) targeting *Mll4* or a negative control single guide RNA (Integrated DNA Technologies), and an ATTO-550 conjugated tracer RNA were used to form a ribonucleoprotein were mixed with RNAiMax reagent (Thermo Fisher). Then, keratinocytes were transfected with the mixture overnight, and FACS purified into 96-well plates to produce clonal cell lines. The knockout cell lines were validated through sequencing of the target region for indel efficiency via MiSeq and used for the immunoblot of MLL4.

### Immunoblotting and co-immunoprecipitation

Cultured EpdSCs were washed on the plate in cold 1× PBS, lysed in RIPA buffer (Millipore) supplemented with protease and phosphatase inhibitors (Roche), and collected by scraping. Cells were lysed for 15 min on ice and then centrifuged to collect the supernatant. Co-immunoprecipitation was performed as previously described^53^ with the modification where protein-A/G-conjugated magnetic beads (Pierce) were used to bind antibodies instead, and proteins were eluted from beads with 1× NuPAGE LDS Sample Buffer (Invitrogen) with 2.5% 2-mercaptoethanol at 70 °C for 10 min. Protein concentration was determined by BCA Assay (Pierce) against a bovine serum albumin standard curve. Then 15 μg protein of each sample was run on NuPAGE 4–12% Bis-Tris Gels (Invitrogen) for 2 h at 110 V in NuPAGE MOPS SDS Running Buffer (Invitrogen). Protein was transferred onto nitrocellulose membrane (Cytiva) in NuPAGE Transfer Buffer (Invitrogen) at 15 V overnight at 4 °C. Given the marked differences in expected sizes of some of the proteins, overlapping host species of the antibodies raised, and the paucity of primary cell lysates for immunoprecipitates, we often cut the blots on the basis of size and performed immunoblotting on each piece with different antibodies. Membranes were then treated with blocking buffer with 5% non-fat dry milk and 0.1% Tween-20 in TBS for 1 h at room temperature before incubating with primary antibodies. The following primary antibodies were diluted in blocking buffer: MYC-tag (mouse, 1:1,000, Cell Signaling), MLL4 (mouse, 1:200, Santa Cruz Biotechnology), cJUN (rabbit, 1:1,000, Cell Signaling), ARID1a (rabbit, 1:1,000, Abcam) and β-actin (mouse, 1:10,000, Cell Signaling). The membranes were incubated in primary antibodies overnight at 4 °C. Membranes were then washed three times in 0.1% Tween-20 in TBS before incubating with HRP secondary (1:10,000) antibody for 1 h at room temperature. After secondary antibody incubation, membranes were then washed four times in 0.1% Tween-20 in TBS and incubated in ECL Prime reagents (Cytiva) for 5 min before chemiluminescence detection. Membranes were imaged with an GE Amsham AI600 Imager. For clarity, we show the bands of the correct sizes. However, all full blots (cut before processing as delineated above) are shown in corresponding source data.

### Quantitative PCR

Equal amounts of RNA extracted from cultured cells were collected with AllPrep DNA/RNA Kits (Qiagen) and reverse transcribed using the superscript VILO cDNA synthesis kit (Invitrogen). For quantitative PCR, biological replicates represent the average of three technical replicates per individual sample. Complementary DNAs from each sample were normalized using primers against *Rps16*. All primers used are provided in Supplementary Table 4.

### Bioinformatic analyses

#### GSEA

For comparing with both hair placodes and BCC, TPM matrices in D0, W2 and W12 were used as GSEA (v. 4.1.0) input. The DEG lists as illustrated in Fig. 1d were used as gene set inputs. For the BCC sample, DEG list of genes with *P* < 0.05 was curated from GSE152487 in the Gene Expression Omnibus depository^17^. GSEA was run with default settings, without collapsing, and with the gene set as the permutation type. The leading-edge analysis function was used to determine the significance of gene set enrichment.

#### Heat maps and box plots

All heat maps showing sequencing signals over binding sites are generated with Deeptools from RIP- or RPKM-normalized bigwig files. Profileplyr (v. 1.4.3) was used to generate ATAC, H3K4me1, H3K27ac and MLL3/4 CNR box plots in R with matrix output from Deeptools compute-matrix as input. The histone H3 profile plot was also generated with Profileplyr in R.

#### GO analysis

We performed GO analysis of each ATAC-seq cluster by associating each region with genes and performing enrichment analysis using Genomic Regions Enrichment of Annotation Tool (GREAT, version 3)^54^ with default gene association settings and the whole mouse genome (GRCm38/mm10) as the background.

#### Transcription factor motif and footprint analyses

For motif enrichment analysis on peak sets, HOMER^55^ (v. 4.10) findMotifGenome.pl was used with a customized motif database from JASPAR2018 (ref. ^56^). The motif input for HOMER was generated from the 79 clusters of JASPAR2018 vertebrates CORE central transcription factor motifs using 80% of the maximum log-odds expectation for each motif as the detection threshold for HOMER. To identify cluster-specific motif enrichment in our ATAC-seq clusters we ran HOMER for each cluster using the union set of dynamic peaks as our background (-bg) set with the options -size given –h. The resulting heat map was generated by combining the significant (*P* < 0.05) motifs for each cluster and plotting the associated *P* value. For motif distance measuring, we overlapped SOX9-bound opening peaks with known AP1 and SOX motifs curated by HOMER (mm10-191020) and measured the distance from SOX motifs to the closest AP1 motifs with Bedtools. For footprint analysis, we used HINT-ATAC^57^ with our 79 motif clusters as the input as well. For transcription factor motif variability score analysis, we ran ChromVAR^31^ (1.18.0) on the dynamic peaks for differential chromatin accessibility across our 79 motif clusters to find the top variable motifs in dynamic peaks. We further used ChromVAR to calculate the motif deviation scores over time at the top variable motifs.

#### Illustrations

Schematics were prepared using BioRender and Adobe Illustrator (v. 26.0.1).

#### Statistics and reproducibility

No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^14,16,46^. No data points were excluded. Upon collection, mice with the same genetic background were randomly allocated to genomic or immunofluorescence experiments. Data collection and analysis were not performed blind to the conditions of the experiments as the mice appears phenotypical after SOX9 induction. All immunofluorescence experiments were repeated three times with samples collected from different mice. All co-immunoprecipitation and immunoblot experiments were repeated twice with samples collected on different days. The statistics in Fig. 5g and Extended Data Fig. 1d were analysed with two-tailed *t*-test on the GraphPad Prism (9.0). Data distribution was assumed to be normal, but this was not formally tested. All the error bars are mean ± s.d. *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, E.F. ().

#### Materials availability

Will be provided upon request and available upon publication.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01184-y.

## Supplementary information

Reporting Summary

Supplementary Table 1 Gene expression matrix across timepoints. Supplementary Table 3. SOX9-specific interactors from BioID. Supplementary Table 4. Primers for genotyping and quantitative PCR.

Supplementary Table 2 GO results of ATAC clusters (binomial is used to calculate the significance).

## Data Availability

All data that support the findings of this study are available within the paper and its supplementary files. Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE208072. Previously published RNA-seq data from BCC, SCC and normal EpdSCs that were re-analysed here are available under accession code GSE152487. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Source data

Source Data Table 1 Statistical source data.
Source Data Extended Data Fig./Table 1 Unprocessed western blots.

# Supplementary material for: The pioneer factor SOX9 competes for epigenetic factors to switch stem cell fates
**Source:** Nat Cell Biol. 2023 Jul 24;25(8):1185–95. doi: 10.1038/s41556-023-01184-y

**Extended Data Fig.5g Full Blot**

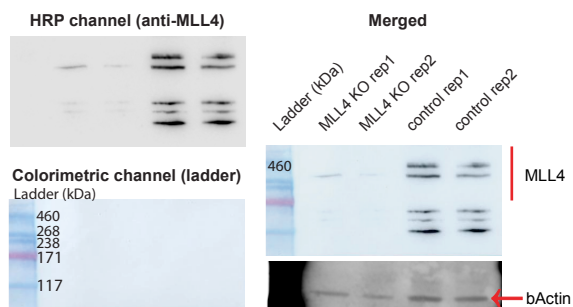

**Extended Data Fig.5h Full Blot**

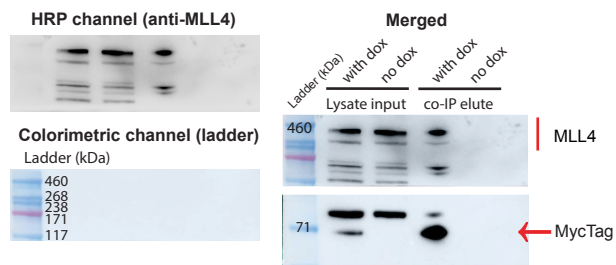

**Extended Data Fig.7d Full Blot**

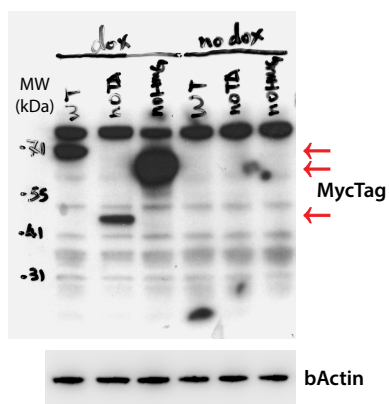

**Extended Data Fig.7e Full Blot**

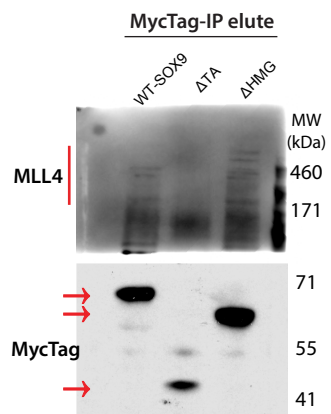

**Extended Data Fig.7i Full Blot**

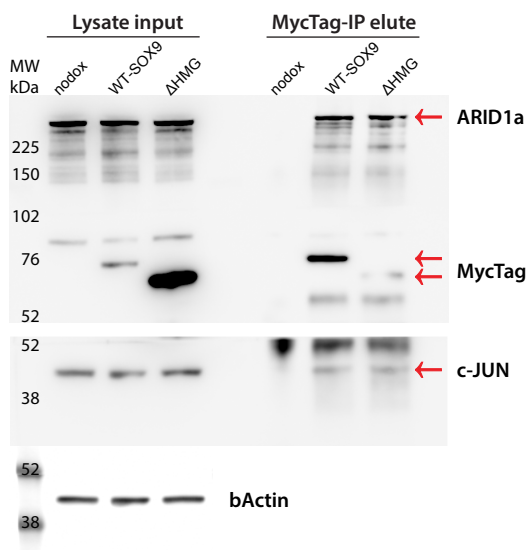

**Extended Data Fig.7j Full Blot**

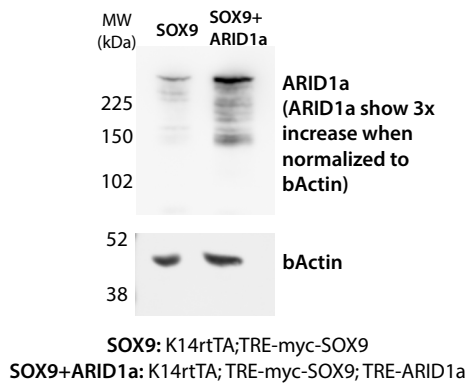

**Supplement:** Source Data Extended Data Fig./Table 1 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

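RNA was measured by RNA-seq in 10 libraries of sorted EpdSCs, with 2 replicates each at D0, W1, W2, W6 and W12 of SOX9 induction, and in 4 libraries of SOX9+ and SOX9 neg hair placode cells of E15.5 embryos. The condition and replicate number of each library were taken from the sample labels and the paper, and every sample column of the time course was matched to a sample. The placode libraries entered only through the authors' comparison of them.

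For the time course, the authors deposited TPM per gene, made by trimming reads with Skewer, quantifying transcripts with Salmon against a GENCODE index of GRCm38 extended by the transgene, and summing transcripts to genes with Tximport. Each library's TPM sum to 1000000. TPM carry no depth, so the depth per library and the precision it gives are unknown, and no counting error is given. For the placode cells, the authors deposited a table of their DESeq2 comparison of SOX9+ with SOX9 neg cells. It holds a mean of normalized counts per gene, log2 fold changes and their standard errors on the log2 scale, all as the authors' test gave them. The table's score per gene is the authors' Wald statistic. The deposited p-value of each gene and its adjusted p-value come from the same test by the authors, and no gene in the table has an adjusted p-value above 0.05.

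Genes with a mean of at least 1 TPM over the 10 time-course libraries (13110) were tested on log2(TPM + 1). limma 3.58.1 in R 4.3.3 fitted the means of the 5 timepoints over all 10 libraries, with eBayes and a trend of the variance with the mean, and adjusted P values by Benjamini-Hochberg over all genes tested. A gene was said to differ at an adjusted P under 0.05. A log2 change on this scale understates the change of genes with low TPM. Variable genes were taken from the moderated F test over the 4 contrasts with D0. The paper used a DESeq2 Wald test on counts for this step, which TPM do not permit.

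GSEA was computed as a weighted running sum (weight 1) over genes ranked by the signal-to-noise ratio of TPM, with the standard deviation set to at least 0.2 of the mean, and with 1000 random gene sets of the same size. The P value is the number of random sets with a score of the same sign at least as large, plus 1, over the number of such sets plus 1. Gene sets were the authors' placode genes, split by the sign of the log2 fold change. limma's camera test was run on the same sets.

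Lists of marker genes for pathways, cell types and processes were written from the paper and from general knowledge. The text names the genes that the paper names for RNA or prints beside Fig. 1c, the genes of those lists, and the 3 largest rises and 3 largest falls at W2 and at W12 against D0. A list's median log2 change was placed among 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean expression. Beside the number of genes of a list past the threshold over all genes, the number adjusted over the list alone was computed. Gene positions are those of GENCODE M21 on GRCm38, the build the authors used with a later release, and matched 54097 of the genes in the table.

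Same-numbered replicates of different timepoints are different mice, and the pairing tested with the replicate block comes only from the replicate numbers in the sample labels. The block was fitted as a covariate in limma. Where the deviations of same-numbered libraries had a correlation under −0.1, the pairing with crossed numbers was fitted too.

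The alternatives tried were another pseudocount (0.1), all genes with a TPM above 0, a mean of at least 5 TPM, median-ratio scaling, quantile normalization, eBayes without trend, only the 4 libraries of a comparison in the fit, an absolute log2 change of at least 1, the replicate block, each replicate left out in turn, and for GSEA other rankings, backgrounds and sets. A correction for transcript length and GC content, the crossed pairings and, for single genes, the 2 other filters on TPM were added after the data had been seen.

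The limma step was tested on simulated data of 13110 genes, 200 of them changed. It called 119 of these, 78% of those changed by 2 and 41% of those changed by 1 on the log2 scale, none with the wrong sign, and 8 unchanged genes (6.30% of its calls). The F test, from which variable genes were taken, called 45% of the changed genes. Each simulated gene had the same spread at all timepoints, and genes changed at W2 only. The simulation therefore cannot show whether the shared spread is too small for comparisons with D0. The GSEA step was tested on 13000 simulated genes and gave an NES of 1.91 for a raised and −1.74 for a lowered set of 400 genes. Of 100 unshifted sets, 6 had a P value under 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

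Chromatin, protein and imaging data of the paper were not analysed here, nor were its BCC and SCC signatures, whose genes were not used here. The part of Supplementary Table 1 beyond its first 1999 genes was not used here.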

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

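The percentile and the *Xist* level that single out the results in this part were set after exploratory values had been seen. Of the tests given here, those on transcript length and on the share of endothelial RNA between the W12 replicates were chosen only after the result was seen.

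At W12, 8 endothelial marker genes, which the paper does not discuss for these cells, had a median log2 change of 2.95 from D0. All 8 were higher, their median rose from 0.0444 to 7.34 TPM, and all 6 with enough TPM to be tested differed at an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), over all genes and over the list. The median was 5.56 at a pseudocount of 0.1 and lay between 2.43 and 3.47 with each replicate left out in turn. At W6 it was 0.13. *Pecam1*, which encodes CD31, had 26.1 and 59.8 TPM at W12, although the paper's methods list an antibody to CD31 among those used for sorting.

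This bears on the genes of the W12 cluster of Fig. 1c, such as *Vim* and *Zeb1*. If RNA from endothelial cells in the sorted W12 cells raised them, endothelial markers should stand apart, and their median lay at the 100th percentile of random lists matched on expression. That percentile also singled out these markers here, so it shows their rise and not that their cells raised the cluster. If RNA from fibroblasts did, fibroblast markers should stand apart too, but their median was −0.01, at the 7.21th percentile. Endothelial RNA stays a candidate explanation for part of the rise at W12. The fibroblast list as a whole gave no sign of RNA from fibroblasts. As 4 of its 10 genes were higher and 6 lower, a small share of it is not excluded. Endothelial markers were higher in W12 replicate 2 than in replicate 1 by at least 0.83, and so were 3 of the 11 cluster genes, *Zeb1*, *Vim* and *Sox18*, by at least 0.95. The other 8, among them *Pthlh* (0.14), *Krt16* (0.10) and *Tnc* (0.51), differed less. As the replicates also differ in other ways, a shared difference does not show that a gene owes its rise to other cells. Against lists matched on length as well as expression, the W12 cluster's median lay at the 100th percentile, but the paper chose these genes for their rise, so this test could not have come out otherwise. Gene length bias does not fully explain the rise, as after the length and GC correction *Vim*, *Tnc* and *Pthlh* were still higher by 5.20, 2.80 and 2.66 and past the threshold, and the median of the shortest 10% of genes moved by only 0.42. Neither endothelial RNA nor grafting accounts for the part of the rise already seen at W6, in cells that were not grafted. There the cluster's median was 0.99 and 5 of 9 genes tested were higher and 1 lower at an adjusted P under 0.05 (limma), whereas of the 6 endothelial markers tested 0 differed, also at an unadjusted P under 0.05. For *Zeb1*, *Vim* and *Sox18* the further rise to W12 cannot be told apart from RNA of endothelial cells in these libraries. For *Vim*, the paper also reports by quantitative PCR that SOX9 induces it in cultured EpdSCs, which did not come from sorted grafts. That result was not analysed here, and it does not give the share of the W12 rise that is due to SOX9. *Krt16*, *Wnt5a* and *Pthlh* were nearly equal in both W12 replicates (0.10 to 0.14), which goes against endothelial cells as their main source, and for the 5 others (0.31 to 0.70) this is open. For none of the 11 can the further rise be told apart from an effect of grafting, which only the W12 cells underwent.

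The median log2 change of 7 melanocyte genes at W12 was 0.76, at the 99.1th percentile of matched random lists, a level that about 1 random list in 100 reaches. All 7 were higher and their median rose from 0.14 to 1.19 TPM. Of the 3 tested, 2 differed with either adjustment. The median was 2.00 at a pseudocount of 0.1 and between 0.61 and 1.00 with each replicate left out. No technical or biological explanation of this rise was tested.

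D0 replicate 2 listed *Xist* at 4.61 TPM, whereas D0 replicate 1 and the 6 libraries of W1 to W6 listed it at no more than 0.00665 TPM. It also had almost no RNA of Y-linked genes, with 0 TPM for *Uty* and 0.0279 TPM for *Ddx3y*, against 15.48 and 32.1 TPM in D0 replicate 1. For that reason the median of 4 Y-linked genes was higher than the D0 mean by 1.89 at W1, 2.06 at W2 and 1.85 at W6 on the log2 scale. These values restate the absence in D0 replicate 2 and are not an effect of SOX9, and none of the 4 genes differed at W1, W2 or W6 at an adjusted P under 0.05 (limma), or at an unadjusted P under 0.05 (0 of 4). The paper's methods name male mice for sorting. If D0 replicate 2 held RNA from female cells, X-linked partners of the Y-linked genes should be higher in it than in replicate 1. Their median difference was 0.75, at the 99.89th percentile of matched random lists, with 3 of 4 higher. RNA from female cells is therefore a candidate explanation. The values cannot tell a female mouse at D0 from a mislabelled sample as its source. Whether the sex of the mice altered other genes between the D0 replicates was not tested.

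Both W12 libraries listed *Xist*, at 5.51 and 3.50 TPM, together with Y-linked RNA (*Ddx3y* at 11.0 and 12.9 TPM). The grafts were carried by female hosts, so RNA from female host cells in the W12 grafts is a candidate source, as are grafts pooled from pups of both sexes. The mean *Xist* level at W12 less the highest of the D0 to W6 libraries was −0.10 TPM, since D0 replicate 2 lists as much, and *Xist* therefore cannot tell host cells from female cells of the *Krt14-rtTA*;*TRE-Sox9* mice.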

How the results depend on the processing

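The tests, the main settings and most alternatives were fixed before the data were examined. The corrections for length and GC content and their use for single genes, the 2 other filters on TPM for single genes, the crossed pairings, the alternatives for gene-list medians and those for the numbers of placode genes were chosen after seeing the data. In all, 94 results were recomputed under alternatives, giving 1072 values. Of these, 938 kept their direction and their side of the threshold, moved by less than the spread between replicates or, for a number of genes, stayed within 1.5 times, 43 were no longer past the threshold, 2 passed it only then, 9 had the other sign and 80 moved by more. Of the 9, 4 were medians of gene lists and 5 single genes. Values of single genes with a replicate left out that changed sign by less than the spread between replicates count among the first. The cause was not tested for any of them.

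The number of genes that differ between timepoints depends on the setting. With only the 4 libraries of a comparison in the fit it was 411 at W1, 1086 at W2 and 1094 at W6 against D0, 80 from W1 to W2, 966 from W2 to W6 and 887 from W6 to W12. With all genes with a TPM above 0 it was 606 at W1, 1011 at W2 and 940 from W2 to W6. With an absolute log2 change of at least 1 it was 1288 at W2, 2350 at W6, 3156 at W12, 1129 from W2 to W6, 1390 from W6 to W12 and 4277 for the variable genes. From W1 to W2 the 15 genes became 7 at a pseudocount of 0.1 and 38 after the length and GC correction. From W6 to W12 the replicate block with length and GC correction gave 1736. The other numbers stayed within 1.5 times the main one, except 2 of those with the replicate block given next, from W2 to W6 and from W1 to W2. With a replicate left out, the log2 changes of all genes had correlations of 0.906 to 0.987 with those of all libraries over 28 fits.

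With the replicate block, 1709 genes differed at W2 against D0, 5259 at W12 against D0, 1396 from W2 to W6 and 6 from W1 to W2, and 6843 were variable. The same-number correlations behind the first 3 were −0.0739, 0.0934 and −0.0533. The block gave *Gata3*, *Krt17*, *Sox4* and *Wnt10b* at W2 adjusted P values of 0.057, 0.0726, 0.0514 and 0.0528, where the ranges over the alternatives run for these genes were 0.0306 to 0.185, 0.044 to 0.191, 0.021 to 0.0787 and 0.0166 to 0.151. It gave an NES of 1.94 and −2.26 for the genes higher and lower in SOX9+ placode cells.

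TPM scaled by median ratios moved the median log2 change of all genes from 0.0931 to −0.0086 at W1, from 0.0786 to −0.0495 at W6 and from −0.161 to −0.0235 from W6 to W12, and quantile normalization moved the last to −0.0562. Directions of small changes are therefore relative. In these 3 comparisons and at W2 the higher share of the genes that differ moved by more than 10 points, at W1 from 759 higher and 537 lower to 549 and 677, at W2 from 1188 and 870 to 942 and 1121, at W6 from 2403 and 1848 to 1919 and 2330, and from W6 to W12 from 873 and 1769 to 1063 and 842. At W12 against D0 it did not.

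The NES of the genes higher in SOX9+ placode cells, 1.94, was 1.42 to 2.09 over the alternatives for ranking, background, set and block, and that of the lower genes, −2.08, was −2.31 to −1.61. With each replicate left out, ranked by log2 change, they ranged from 1.95 to 2.07 and from −2.19 to −1.85. Taking the genes with an adjusted P under 0.05 cannot move either score, as the authors' table holds no others, nor can the 500 genes with the smallest P move the score of the 421 lower genes. limma's camera test kept the directions but gave P = 0.435 and P = 0.0921. With only the 4 libraries of D0 and W2 in the fit, 47 of the genes higher in SOX9+ placode cells were lower at W2, and of the genes lower in them 17 were higher and 46 lower.

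Of the gene lists, 3 changed sign with a replicate left out. The median of the NOTCH genes at W2, 0.10, ranged from −0.18 (without D0 replicate 1) to 0.36. That of the hair bud genes at W2, −0.02, ranged from −0.048 to 0.127, above 0 at 0.004 without D0 replicate 2 and 0.127 without W2 replicate 1. That of the proliferation genes at W2, −0.14, ranged from −0.46 to 0.31, the last without D0 replicate 1. The epidermal structural genes at W2 ranged from −0.45 to −0.34, and had −0.57 after median-ratio scaling and −0.37 after quantile normalization. The ORS genes at W2 ranged from 0.52 to 1.10 and the W12 cluster genes from 2.67 to 3.04, with 3.93 at a pseudocount of 0.1. The hair shaft genes at W12 ranged from −0.217 to −0.021, with −0.70 at a pseudocount of 0.1 and −0.20 after quantile normalization. The lowest *r* between replicates was 0.981 over all genes with a TPM above 0.

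Among 57 changes of single genes, 2 close to 0 changed sign under another setting. *Sox9* at W2, 0.01, was −0.076 after median-ratio scaling, −0.021 after quantile normalization and −0.034 after the length and GC correction, without or with the block. *Krt14* at W12, 0.26, was −0.00 after quantile normalization. Of the 57, 1 at a pseudocount of 0.1, 3 after median-ratio scaling, 4 after quantile normalization, 2 without the trend, 9 with only the 4 libraries of a comparison, 4 with the block, 2 after the length and GC correction, 3 after that correction with the block, 13 with all genes with a TPM above 0 and 0 of the 53 with a mean of at least 5 TPM were no longer past the threshold. The correction put *Krt14* at W2 past it (adjusted P = 0.0409, 0.0646 with the block as well, 0.0409 to 0.491 over the alternatives), and quantile normalization put *Taf9* at W12 past it (0.048, 0.048 to 0.58 over the alternatives). Of 228 values with a replicate left out, 5 moved by more than the spread between replicates and 3, 1 of *Krt10* and 2 of *Sox9* at W2, had the other sign. TPM keep no depth, so whether a gene listed at 0 or near it was expressed below detection cannot be told.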

Differences from the paper's values

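For the genes higher in SOX9+ placode cells, the NES at W2 against D0 was 1.94, whereas the paper's is about 1.3 in Fig. 1d, read by eye. For the genes lower in them it was −2.08, whereas the paper's is about −1.4 in Fig. 1d, read by eye. None of the alternatives set before the data were examined closed either gap, and that of the placode genes with an adjusted P under 0.05 could not move the scores. The closest was ranking all genes in the TPM table, with an NES of 1.42 and −1.61. Ranking by moderated t or by log2 change, the 500 placode genes with the smallest P, an absolute log2 fold change of at least 1 in the placode table, the replicate block and leaving out each replicate gave scores of 1.92 to 2.09 and of −2.31 to −1.85.

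The paper prints *Foxc1* with the genes that peak at W1 and W2 in Fig. 1c, whereas its mean was 26.7 TPM at W6 and 26.6 TPM at W2. With the mean of log2(TPM + 1) or median-ratio scaling, it was highest at W2. The paper prints *Runx1* with the W6 cluster of Fig. 1c, whereas its mean was 63.9 TPM at W2 and 48.3 TPM at W6, and none of the settings tried put it highest at W6. Its change from W2 to W6, −0.39, had an adjusted P of 0.228 (limma with Benjamini-Hochberg adjustment). The paper's text gives W2 to W6 as the time when the *Runx* genes were highest, which these values do not contradict for *Runx1*.

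The paper describes a delay before *Runx1* is transcribed, whereas *Runx1* had a log2 change of 1.89 at W1 against D0 (adjusted P = 0.00131 from limma with Benjamini-Hochberg adjustment, 0.000877 to 0.0281 over the alternatives). It was higher in both W1 libraries than in both D0 libraries.

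The paper states that markers of the embryonic hair bud rose within the first weeks, whereas the median log2 change of 11 hair bud genes at W2 was −0.02, with *Wnt10b* at −1.10 and *Shh* listed at 0 in both W2 libraries. *Sox4*, at 0.65, was past the threshold, as it was with a pseudocount of 0.1, a mean of at least 5 TPM, quantile normalization and no trend, and with the length and GC correction, without or with the replicate block, chosen after seeing the values. It was not past it after median-ratio scaling, with the replicate block alone, with only the 4 libraries of D0 and W2 or over all genes with a TPM above 0. All 8 genes printed with the W1 and W2 cluster of Fig. 1c, *Sox4* among them, were higher at W2. The list was written from general knowledge, as the paper's text does not name the genes meant. Only 5 of the 11 had enough TPM to be tested, and the list's median was 0.592 TPM at D0. The log2 scale understates changes of such low genes, so a median near 0 does not contradict the paper's statement, which rests on Fig. 1c and GSEA.

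The paper states a strong loss of epidermal genes by W2 and cites Fig. 1c. The 10 genes printed with its D0 cluster, which the paper chose from the same data, were all lower at W2, 6 of the 9 tested at an adjusted P under 0.05 and 8 over the list alone. Of 12 epidermal structural genes, none was lower at an adjusted P under 0.05 at W2 (4 were at an unadjusted P under 0.05, where 2 were higher), and *Ivl* was higher. With the length and GC correction, chosen after seeing the values, *Krt14* and *Krt5* were lower past the threshold, whereas with the replicate block added to it, or with any other setting tried, only *Ivl* (higher) was. The median of the 12 was −0.48, and at W12, 6 were lower.

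The paper's methods name male mice for sorting, whereas D0 replicate 2 listed *Xist* at 4.61 TPM and *Uty* at 0 TPM.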

Other observations

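Of the tests in this part, those on the co-factor genes and that on transcript length were chosen only after the result was seen.

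Immediate-early and stress genes, which tissue dissociation induces, were high at D0 and lower later. The median log2 change of 18 such genes was −2.28 at W1, −2.01 at W2, −2.03 at W6 and −2.54 at W12. At W2, 11 of them were lower and 1 higher at an adjusted P under 0.05 (limma with Benjamini-Hochberg adjustment), or 13 and 2 when adjusted over the list alone. *Fos* had 7385 and 8547 TPM at D0 and 3005 and 1449 TPM at W2, and *Egr1* 1932 and 4700 TPM and 804 and 361 TPM. The D0 cluster of Fig. 1c holds genes of this list. If a stress response to tissue dissociation at D0 raised that cluster, list genes outside the cluster should fall as well. The median of the 16 others at W2 was −2.01, at percentile 0 of 10000 random lists matched on expression, and 14 of the 16 were lower. As these are nearly the whole list, this shows that stress genes fell and not that stress lowered the other genes of the cluster. Stress during dissociation at D0 stays a candidate explanation for the fall of the cluster's genes on this list, *Jun* and *Egr1*. It cannot be told apart from an effect of SOX9 on these genes, since all later libraries also differ from D0 in time on DOX.

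Genes of chromatin co-factors that the paper studies as proteins were lower at W12. Of 11, 10 were lower than at D0 at an adjusted P under 0.05, with *Taf9* the exception (log2 change 0.85, higher, adjusted P = 0.0868, 0.048 to 0.58 over the alternatives), which passed when adjusted over the list alone. Their median log2 change was 0.10 at W1, −0.03 at W2, −0.64 at W6 and −1.36 at W12, between −1.64 and −1.03 with each replicate left out. *Kmt2d* had a mean of 4.42 TPM at D0, 9.36 at W1, 6.48 at W2, 3.27 at W6 and 1.07 at W12. Most of these genes are long, and long genes fell at W12. If gene length bias were the cause, random lists matched on expression and length should fall as far, but the co-factors' median lay at the 0.15th percentile of such lists, whose own median was −0.37. The values therefore go against gene length as the whole explanation, as far as the matching reached. The lists took the genes nearest in length with no limit on the difference, so the longest co-factor genes may have had shorter matches. The median was −1.37 after median-ratio scaling. That scaling moved the median of all genes in this comparison only from −0.0773 to −0.0722, so it is no test of scaling. A scaling difference would move all genes alike. Random lists matched on expression had a median of −0.11, and the co-factors' median lay at their 0.02th percentile. These values argue against a common scaling factor as the cause of the fall of the co-factor genes as a list. RNA quality and the coverage of transcript ends were not tested, and grafting cannot be told apart from time, so the fall is left without an explanation.

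Short genes rose and long genes fell from D0 to W6 and W12. Spearman's rho across 13099 genes between transcript length and the log2 change was 0.0014 at W1, −0.0786 at W2, −0.245 at W6 and −0.316 at W12, where the shortest 10% of genes had a median change of 0.42 and the longest −0.44. If a length bias that also differs between replicates were the cause, replicates of a timepoint should show it too. Between the D0 replicates rho was 0.328, as large as that at W12, and in the other pairs between −0.116 and 0.0659. The relation may therefore be technical in part, and a change of long genes with SOX9 or with grafting cannot be told apart from it. After a correction for length and GC content 5195 genes differed at W12 against D0.

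Of 10 proliferation genes, all were lower at W1 than at D0, with a median log2 change of −0.64 and 2 past the threshold with either adjustment. At W2 the median was −0.14, 0 were past it and 1, lower, had an unadjusted P under 0.05. From W1 to W2, 0 differed over all genes, and 3 were higher and 0 lower when adjusted over the list alone. At an unadjusted P under 0.05, 5 were higher and 0 lower at W2 than at W1. At W6 all 10 were higher than at D0, with a median of 0.63 and 3 past the threshold with either adjustment, and at W12 the median was 0.27. The W6 median was 0.23 without D0 replicate 2 and 1.01 without D0 replicate 1. The paper reports a rise in proliferation by W2 from tissue staining, which was not analysed here.

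For proteins that the paper stains in W12 grafts, the RNA was as follows. *Krt6a* had 22.1 and 13.2 TPM at D0, 4424 and 2603 TPM at W6 (log2 change 7.55, adjusted P = 5.54e-05, 0.000211 with the replicate block and 0.000154 with the D0 numbers crossed, 4.82e-05 to 0.00822 over the alternatives, higher in both W6 libraries) and 4564 and 5380 TPM at W12. Its reads can be shared with *Krt6b*, which had 169 and 113 TPM at W6 and 1342 and 1330 TPM at W12. *Epcam* rose from 243 ± 98.4 to 492 ± 76.2 TPM (SD, n = 2) at W12, a log2 change of 1.07 with an adjusted P of 0.0246, higher in both W12 libraries, and 0.0233 to 0.0986 over the alternatives. The change was 0.64 without D0 replicate 1 and 1.49 without D0 replicate 2.

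The transgene entry MYC-SOX9 fell after W1, from a mean of 3400 TPM to 1681 TPM at W2, 984 TPM at W6 and 755 TPM at W12, which stayed above both D0 libraries (89.6 and 45.6 TPM). The endogenous *Sox9*, with which it can share reads, was lower at W1 than at D0 by −1.41 (adjusted P = 0.011, 0.0222 with the replicate block and 0.0171 with the D0 numbers crossed, 0.00699 to 0.0746 over the alternatives), and lower in both W1 libraries than in both D0 libraries. At W2 it was back at 11.35 and 9.68 TPM, a log2 change from D0 of 0.01 (adjusted P = 0.993, 0.876 to 1.0 over the alternatives), with means of 11.7 TPM at W6 and 6.61 TPM at W12.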
